# Depletion of Mageb16 induces differentiation of pluripotent stem cells predominantly into mesodermal derivatives

**DOI:** 10.1038/s41598-017-14561-z

**Published:** 2017-10-27

**Authors:** John Antonydas Gaspar, Sureshkumar Perumal Srinivasan, Poornima Sureshkumar, Michael Xavier Doss, Jürgen Hescheler, Symeon Papadopoulos, Agapios Sachinidis

## Abstract

The Melanoma-associated Antigen gene family (MAGE) generally encodes for tumour antigens. We had identified that one of the MAGE gene members, Mageb16 was highly expressed in undifferentiated murine embryonic stem cells (ESCs). While the role of Mageb16 in stemness and differentiation of pluripotent stem cells is completely unknown, here, in our current study, we have demonstrated that Mageb16 (41 kDa) is distributed in cytosol and/or in surface membrane in undifferentiated ESCs. A transcriptome study performed at  differentiated short hairpin RNA (shRNA)-mediated Mageb16 knockdown (KD) ESCs and scrambled control (SCR) ESCs until a period of 22 days, revealed that Mageb16 KD ESCs mainly differentiated towards cells expressing mesodermal and cardiovascular lineage - gene markers. Gene markers of other mesoderm-oriented biological processes such as adipogenesis, osteogenesis, limb morphogenesis and spermatogenesis were also significantly enriched in the differentiated Mageb16 KD ESCs. The expression levels of contractile genes were higher in differentiated Mageb16 KD ESCs when compared to differentiated SCR and wild ESCs, suggesting a higher cardiomyogenic potential of Mageb16 depleted ESCs. Further analysis indicates  that regulative epigenetic networks and nucleocytoplasmic modifications induced by the depletion of Mageb16, may play a probable role in differentiation.

## Introduction

Melanoma-associated Antigen family (*MAGE*) of genes are located in X chromosome and encodes for tumour antigens which normally bind to T-lymphocytes in cancer patients^1^. The *MAGE* family genes are classified into type I and type II. Type I *MAGE* genes are further divided into subfamilies *MAGE-A*, *-B* and *-C* which are silent in almost all normal tissues except in testes and placenta. Interestingly, the type I *MAGE* genes are also highly expressed in rapidly proliferating cells such as tumour cells and in developing embryos^2^. The type II *MAGE* genes (*MAGE D1-D4, E, F, G* and *H*) are highly conserved and expressed in many adult tissues as well as in many tissues during embryonic development^3,4^. Homologous genes have also been identified in human, mice, and zebrafish^2^. Human *MAGEB16* belongs to the *MAGE B* subfamily (GenBank accession No.: NM_001099921.1) which have been identified based on the sequence and the isoelectric points of analogous proteins^5^. When verified for protein similarities between murine *Mageb16* and human *MAGEB16*, only 52% residue identity has been observed. Among the *MAGE* B subfamily, subgroups of genes- B1, B2, B3 and B4 share 70–80% of nucleotide identity and 49–68% of amino acid residue identity^5^. Recently, it has been reported that amongst 12 different human and mice tissues, the expression level of *MAGEB16* was very high only in the testis^6^. Authors have also reported very high expression levels of *Mageb16* in testis of 3 to 18 day postnatal mice embryos and though slightly decreased, the expression level was still high in testis of 4 month old adult mice^6^. Authors proposed that the testis-specific expression of *MAGEB16* in human and *Mageb16* in mice is regulated by the CpG methylation status of their promoter regions^6^.

In order to identify novel gene networks controlling fundamental biological processes of pluripotency and differentiation in murine ESCs, we recently performed microarray analysis of undifferentiated, early and late differentiated ESCs. Our transcriptome data showed that the most critical early differentiation processes occurs at day 2 and 3 of differentiation^7^. Besides monitoring well-annotated genes involved in regulation of pluripotency, germ layer formation and late differentiation processes toward somatic cell lines, *Mageb16* has been identified showing a similar time kinetic of expression like the pluripotency factors *Oct4* and *Nanog* ^7^. The expression level of *Mageb16* was very high in undifferentiated ESCs which considerably declined immediately after differentiation^7^.

Interestingly, siRNA knockdown of *Mageb16* in undifferentiated ESCs cultured under monolayer conditions resulted in a remarkable upregulation of mesodermal, ectodermal and endodermal marker genes after 48 h of differentiation as compared to untreated and control scrambled (SCR)-oligonucleotide treated ESCs^7^. These results suggested a crucial key role of *Mageb16* for maintenance of pluripotency and differentiation of ESCs. In the present study, this hypothesis has been evaluated by generating a transgenic mESC line in which *Mageb16* was permanently silenced by knockdown (KD) of *Mageb16* using a shRNA directed to *Mageb16* mRNA. Moreover, for a detailed study of its functional role in controlling pluripotency and differentiation *Mageb16* KD ESCs were randomly differentiated for different time points using the embryoid body (EB) methodology. Signal transduction pathways affected by the depletion of *Mageb16* were identified by detailed transcriptome and bioinformatics analysis. Additionally, the cellular localization of Mageb16 has been determined in ESCs.

## Results

### Knockdown efficiency of *Mageb16* in ESCs

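Mageb16 was read by 1 probe set on the arrays. In SCR cells its signal was 1075 ± 25.6 (SD, n = 3 arrays) in undifferentiated cells and 1094 ± 66.7 in 2-day EBs. It was 735 ± 117 in 4-day, 599 ± 142 in 12-day, 669.7 ± 25.8 in 15-day and 751 ± 103 in 22-day EBs. Against day 0 the log2 change in SCR EBs was -0.56 (SE 0.168, limma adjusted p = 0.00454) at day 4 and -0.87 (adjusted p = 2.15e-05) at day 12. Both are under the 2-fold minimum used here. In wild-type (WT) CGR8 cells the signal fell from 992 ± 22.2 to 132 ± 9.69 by day 4 and was 512 ± 83.6 in 12-day EBs. Signals are RMA values taken back from the log2 scale.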

Maximal expression of *Mageb16* has been observed in undifferentiated SCR ESCs and the expression started declining at 4-day old embryoid bodies (EBs) (Fig. 1A) (Microarray data). The expression of *Mageb16* was drastically reduced in KD ESCs and remained low until 22-days in EBs (Fig. 1A). 

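The Mageb16 signal in KD cells was 133 ± 5.07 (SD, n = 3 arrays) at day 0 and 13.8 ± 2.68 in 4-day EBs. By day 22 it was 141 ± 28.3. Against SCR the log2 change was -3.01 (SE 0.168, limma adjusted p = 3.02e-17) at day 0, -5.75 (adjusted p = 7.95e-28) at day 4 and -2.43 (adjusted p = 6.13e-16) at day 22. Of 14 other genes of the Mage family, 8 were measured. In late EBs (days 12 to 22) 1 of the 8 was higher in the KD line and none was lower, also when adjusted over the list alone. That gene was Maged2, a ubiquitously expressed member, at 1.54 log2 (SE 0.0792, adjusted p = 1.26e-20), and at 0.83 as the mean of its probe sets. At day 4 the count was 3 higher and 1 lower, and the list moved up in camera (adjusted p = 0.0468, and adjusted p = 0.333 with an estimated correlation). That call was lost with a block by replicate number (camera adjusted p = 0.0523), with means of probe sets (0.0543) and without replicate 2 (0.0693). The list did not move over days 12 to 22 (camera adjusted p = 0.442).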

The efficiency of the *Mageb16* knockdown has been additionally confirmed by qPCR and western blot (independent experiments from microarray experiments). As indicated in Fig. 1B, the expression level of *Mageb16* in the SCR ESCs was very high (=100%) and declined by 30, 50 and 75% at 4-, 8-, and 22-days in SCR EBs, respectively. In comparison to SCR EBs, the *MageB16* mRNA expression level was reduced by more than 90% in KD ESCs and the expression level remained significantly lower in 4-, 8-, and 12-days KD EBs. Knockdown of *Mageb16* has also been confirmed at the protein level as shown by western blot analysis (Fig. 1C). MAGEB16 was distributed in cytosol and the cell surface of undifferentiated control SCR ESCs but not in the nucleus (Fig. 1D). No visible Mageb16 was observed in KD ESCs (Fig. 1D). As expected, Ssea1 a cell surface protein associated with undifferentiated ESCs^8^, was expressed in both undifferentiated SCR and KD ESCs. Confocal imaging of permeabilized and non-permeablized SCR ESCs, further confirmed the localization of MAGEB16 in cytosol and the cell plasma membrane (supplementary Figure 1E).

**Figure 1:**
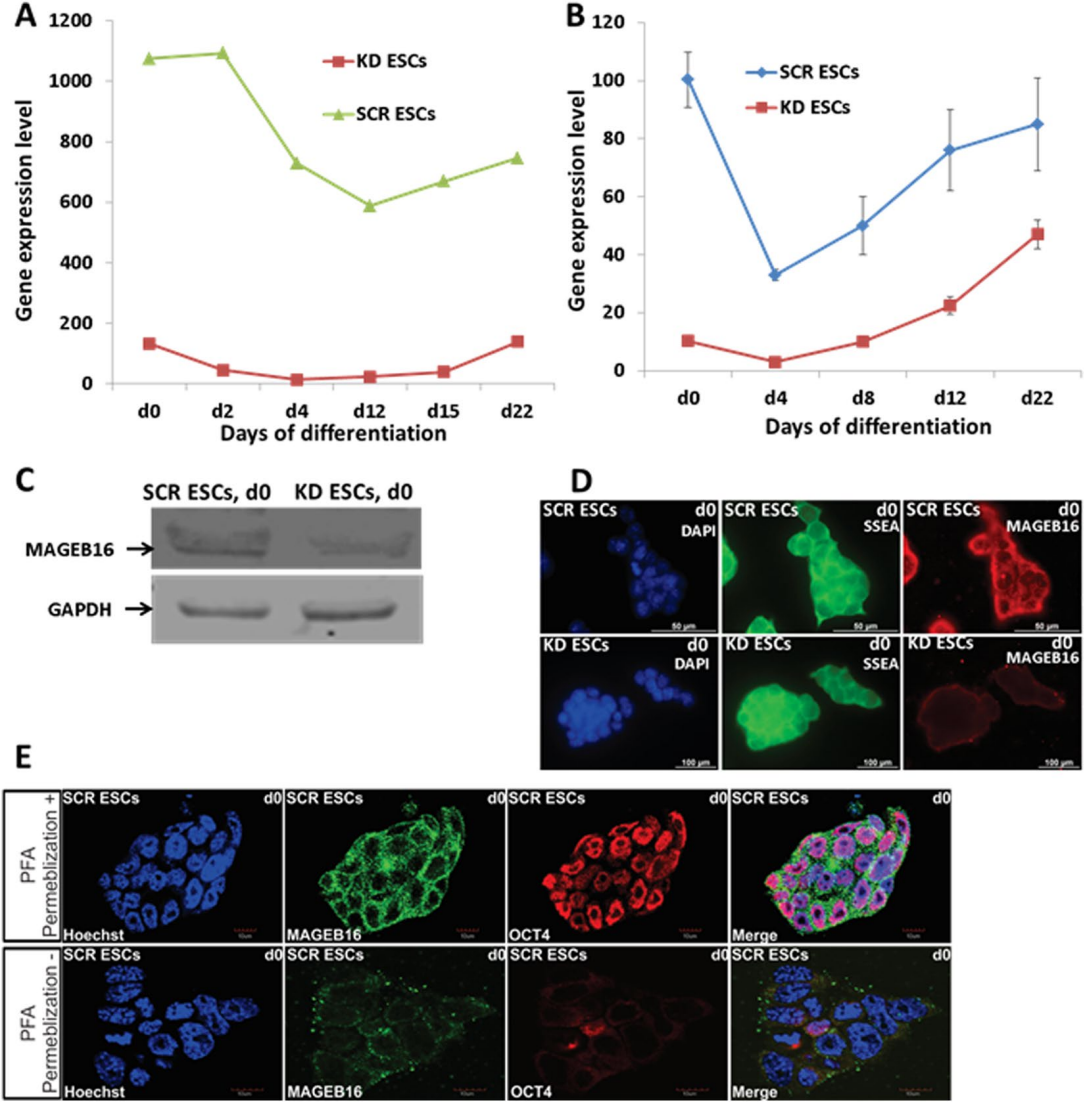
*Mageb16* expression in differentiated KD and SCR ESCs. (**A**) *Mageb16* expression in undifferentiated and differentiated KD and SCR ESCs (microarray data). (**B**) qPCR analysis of *Mageb16* expression in undifferentiated and differentiated KD and SCR ESCs (2 to 22 day EBs). (**C**) MAGEB16 protein expression in the KD and SCR ESCs. After preparation of the protein lysates, 10 µg protein was analysed by western blotting. Chemiluminescence detection of MAGEB16 has been performed using MAGEB16 polyclonal antibodies (1:250) and GAPDH has been detected using the anti-GAPDH antibody (1:2500) dilutions. (**D**) Cellular localization of MAGEB16 and SSEA1 in SCR and KD ESCs. Immunocytochemistry has been performed using primary anti-SSEA1 andibodies (1:50) (green colour) and anti-MAGEB16 antibodies (1:50) (red colour) and goat anti mouse IgM-alexa fluor 488 secondary antibody (1:1000) and goat anti rabbit IgG-alexa fluor 568 as secondary antibody (1: 1000). Cells were co-stained with nuclear marker Hoechst 33342. The overlay of nuclear and MAGEB16 staining reveals that the presence of MAGEB16 is restricted to cytosol and/or surface membrane (scale bar: 100 µm). (**E**) Confocal microscopy (upper panel+: permebilized cells; lower panel−: non-permebilized). Immunocytochemistry was performed using primary anti-OCT4 antibodies (1:250) (red color) and anti-MAGEB16 antibodies (1:50) (green color) and goat anti rabbit IgM-alexa fluor 488 secondary antibody (1:1000) and goat anti mouse IgG-alexa fluor 568 as secondary antibody (1:1000). Cells were co-stained with nuclear marker Hoechst 33342. The overlay of nuclear, OCT4 and MAGEB16 staining reveals the presence of MAGEB16, which is restricted to cytoplasmic domains of the ESCs (scale bar: 10 µm).

### Gene expression modulations regulated by the depleted Mageb16 during differentiation

Principal component analysis (PCA) of the transcriptomes was performed for- undifferentiated Mageb16 KD ESCs, SCR ESCs and differentiated (2-, 4-, 12-, 15- and 22 days) EBs of both the populations (Fig. 2). 

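RNA of WT, SCR and KD cells at days 0, 2, 4, 12, 15 and 22 was measured on 54 Affymetrix arrays, 3 for each line and day. The values are RMA log2 signals of 30939 probe sets. Of these, 25596 carry 1 gene symbol, and they stand for 14104 genes. Each gene is represented by its probe set with the highest mean signal. A single limma model held a mean for each of the 18 groups. A probe set counts as changed at a false discovery rate under 0.05 over all probe sets together with at least a 2-fold difference. Lists of marker genes were counted by the same rule, and again with p values adjusted over the list alone. The camera test asked whether the genes of a list move against all other genes. It was run with a preset correlation between genes and again with the correlation estimated from the data, and adjusted over all lists and KD-to-SCR comparisons. Each line is a single polyclonal population, so effects of the construct and of the line cannot be told apart. The sample labels do not say whether the 3 arrays of a group come from separate cultures.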

The PCA plot of the analysis of the entire transcriptome of the undifferentiated and differentiated ESC populations and EBs of both Mageb16 depleted and SCR cell types indicates a 39% variance in the principal component 1 PC1,13.5% variance in PC2 and 12.2% in PC3 (Fig. 1A and B). 

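In the re-computed analysis of 36 SCR and KD arrays, PC1 held 38.8%, PC2 13.3% and PC3 12.2% of the variance of all probe sets. PC1 followed the day of differentiation in both lines. Undifferentiated SCR and KD cells scored -138.7 ± 3.07 and -140.8 ± 5.02 (SD, n = 3). In 22-day EBs the score was 47.2 ± 26.9 in SCR and 169.5 ± 2.49 in KD cells. Leaving out all arrays of 1 replicate number at a time gave a jackknife standard error of 0.807 percentage points for PC1.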

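At day 0, 287 probe sets differed between KD and SCR cells. Of these, 148 were higher and 139 were lower in KD cells. Calml4, a calmodulin-like gene, rose by 3.60 log2 (SE 0.215, limma adjusted p = 3.01e-16), from 18.4 ± 3.05 to 222 ± 12.7 (SD, n = 3 arrays). Plac8 rose by 3.34 and Kcnk1 by 2.75, while P2rx7, an ATP-gated channel, was at -3.93, Ceacam20 at -2.78 and Fmr1nb at -2.76. Among 16 simple-epithelium genes, 5 were higher in KD cells and none was lower, with the same count adjusted over the list alone. They included Krt18 at 1.90, Cldn7 at 1.38 and Krt8 at 1.36. The list moved up as a whole (camera adjusted p = 7.67e-09, and adjusted p = 0.0459 with an estimated correlation). On PC2 the undifferentiated cells scored 130.5 ± 15.5 in SCR and 90.8 ± 4.45 in KD.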

A Clear separation between undifferentiated SCR ESCs and undifferentiated Mageb16 KD ESCs was obvious in PC2 (Fig. 2A). The significant distance between the different differentiation time points of both the populations were seen clearly at PC3 with 12.3% of variance. 

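On PC3 the 4-day KD EBs lay lowest of the 12 groups, at -128.4 ± 8.04 (SD, n = 3), and the 22-day KD EBs were at 78.3 ± 11.1. SCR EBs went from 60.9 ± 1.86 at day 2 over -22.1 ± 12.7 at day 4 to 90.1 ± 16.0 at day 22. Rgs5, a pericyte gene, had the largest rise past the threshold in KD against SCR EBs at day 4, by 7.65 log2 (SE 0.222, limma adjusted p = 7.32e-28). Nrp1, a semaphorin and VEGF co-receptor, rose by 7.32 and Aplnr, the apelin receptor, by 6.87, while Abcc4 was lower, at -4.99 and Ugt8a at -4.58. Compared with day 0, 9858 probe sets changed on any later day in SCR and 14240 in KD cells.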

Using the significance of change FDR corrected P value < 0.05 and size of change at least 2 fold of the gene expression part of statistical correction, we determined 4499 statistically significant expressed probe sets doing statistical extensive comparisons of different cell populations of our study. 

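KD and SCR cells differed at 1114 probe sets at day 2, 3011 at day 4, 3429 at day 12, 3897 at day 15 and 3838 at day 22. In any comparison of KD with SCR on the same day, 7620 probe sets changed. Liver and gut genes were among those that rose in late EBs. Alb, serum albumin, rose by 8.67 log2 (SE 0.584, limma adjusted p = 5.14e-16) at day 12, and Cym, the gastric protease chymosin, by 8.94 (SE 0.445, adjusted p = 4.06e-20) at day 15. Cym then rose by 9.67 at day 22, from 16.6 ± 0.99 to 13480 ± 787 (SD, n = 3 arrays). That SCR signal lay under the lower quartile of its arrays (4.37 to 4.44 log2), so the size of the rise is not exact. Ugt2b34 rose by 7.07 and Ambp by 7.01 at day 12. Patl2, an oocyte translation factor, was lower, at -4.07 over days 12 to 22, and Uba1y, on the Y chromosome, at -4.06. The count here is of KD against SCR on each day. In the comparisons that the Fig. 2C legend names, of differentiated with undifferentiated SCR or KD cells, 15814 probe sets changed.

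**Figure D1:**
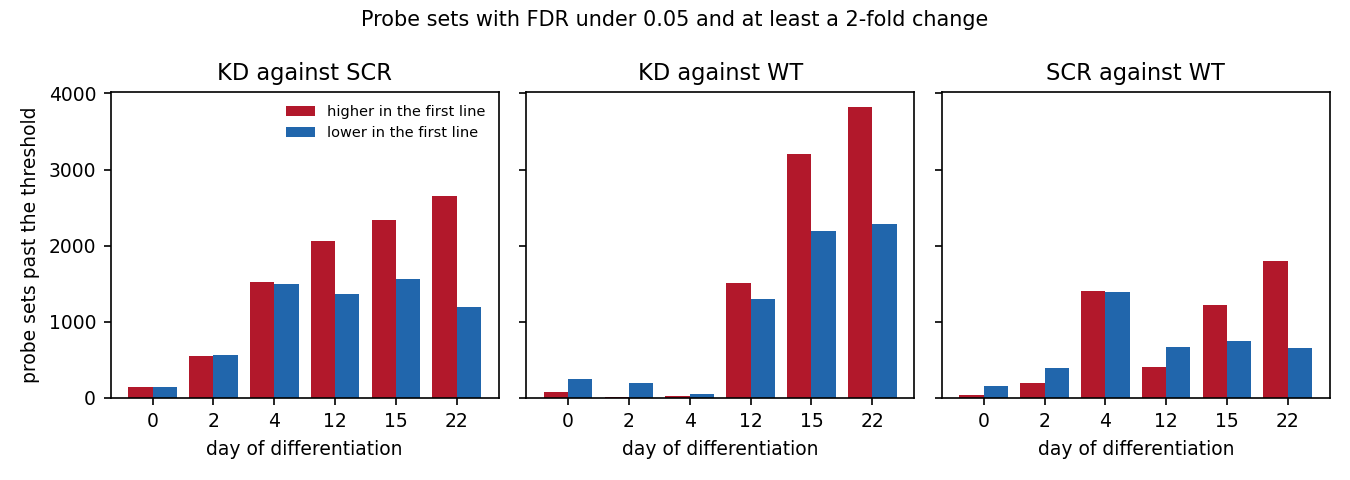
Probe sets past the threshold in each comparison of lines by day, split into higher and lower in the first line named. KD against WT shows 75 at day 4 (45 to 134 when an array is left out, and 28 on the compared arrays alone) and 6107 at day 22, and SCR against WT shows 2798 at day 4.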

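Of the probe sets that changed between KD and SCR cells on any day, 757 carry no gene symbol in the platform annotation and 161 carry several. A Riken name stands on 122 probe sets of 107 genes. The others that carry 1 symbol stand for 4678 named genes. Among the named genes are Serpina1b, a protease inhibitor of the liver, at 7.86 log2 (SE 0.289, limma adjusted p = 1.87e-25) over days 12 to 22, and the haem-binding Hpx at 7.51. The split depends on the annotation version, and the total does not.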

Among the probe sets there were 174 non-annotated, 225 Riken cDNAs and 3060 annotated genes. 

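On the first component of the 7620 changed probe sets, SCR EBs scored -5.71 ± 9.11 (SD, n = 3) at day 12 and -5.60 ± 11.0 at day 22. KD EBs scored 86.6 ± 5.39 at day 12, 98.2 ± 4.88 at day 15 and 97.6 ± 1.25 at day 22. Undifferentiated cells of both lines lay at -61.6 ± 2.38 and -63.8 ± 2.70. The probe sets were chosen for a difference between KD and SCR, so their spread between the lines is not independent evidence.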

As shown in Fig. 2C, significant transcriptome of differentiated KD ESCs and EBs shows clear variance of its earlier expression foldaway compared to control SCR ESCs and EBs. 

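PC1 of the changed probe sets held 48.5% and PC2 14.0% of the variance in the re-computed analysis, 62.5% together. Without scaling of each probe set they held 58.6% and 12.3%. Among the changed genes, Krt15, a keratin of basal keratinocytes, rose by 5.65 log2 (SE 0.0861, limma adjusted p = 7.71e-38) over days 12 to 22. The jackknife standard error over replicate numbers was 0.733 percentage points for PC1.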

The main difference of a 60% variance was observed in PC 1 whereas 12% variance has been observed in PC2 (in total 72% variance). Validation of microarray data has been performed by choosing five genes (including *Mageb16*, see Fig. 1A, B) applying qPCR. 

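On the arrays Tnnt2, which encodes cardiac troponin T, was at 621 ± 393 in SCR and 1842 ± 51.8 in KD EBs at day 12 (SD, n = 3), and at 17.1 ± 1.47 and 971 ± 251 at day 22. Esrrb, a naive pluripotency factor, was lower, at -2.46 log2 (SE 0.215, limma adjusted p = 5.04e-12) at day 2 and at -3.21 at day 4 in KD against SCR cells. Its signal at day 4 was 217 ± 19.8 in SCR and 24.1 ± 6.31 in KD EBs. In WT EBs it was 38.1 at that day, nearer to KD than to SCR EBs. The other probe sets of Esrrb were lower by less at day 4, at -1.04 and -1.31. Zeb2, a repressor of E-cadherin, rose by 1.95 (SE 0.28, adjusted p = 5.68e-07) at day 2 and by 1.22 at day 12. At day 2, 2 of its 5 probe sets passed the threshold, and the mean of all 5 was at 0.97, under 2-fold. Vim, the mesenchymal intermediate filament, fell by 1.15 at day 0 and rose by 2.18 at day 4. Vim signals at day 4 were 687 in SCR, 3119 in KD and 2964 in WT EBs, so SCR EBs stood apart. At day 0 they were 1738, 783 and 1867, so KD cells stood apart. Without KD replicate 1 the Vim change at day 0 was just under 2-fold. Over days 12 to 22 Vim was at 0.43 (SE 0.0728, adjusted p = 1.65e-06), under the 2-fold minimum. The qPCR values are not among the data used here.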

As shown in Fig. 2D, qPCR data for expression of *Tnnt2*, *Esrrb*, *Zeb2* and *Vim* were consistent with microarray gene expression data (To be considered is that the qPCR validation of *Vim* and *Zeb2* has been performed for undifferentiated SCR and KD ESCs and 4-, 8- and 12-day SCR and KD EBs).

**Figure 2:**
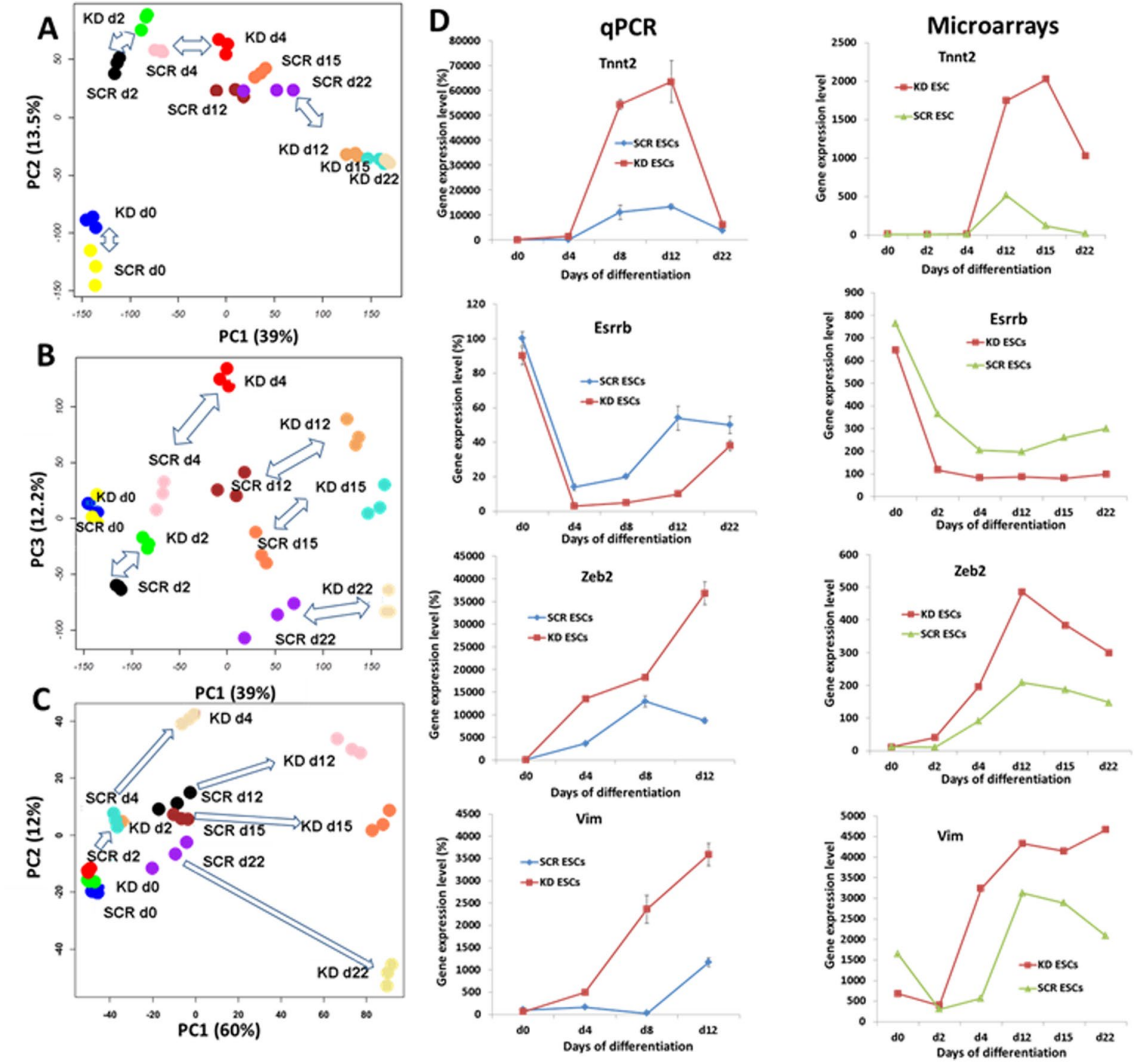
Principal Component Analysis of the entire normalized array datasets. After normalization of the entire transcriptome dataset obtained from both of the undifferentiated and differentiated SCR and *Mageb16* KD ESCs (2-day to 22-day EBs), they were analysed by principal component analysis (PCA). Each sphere represents individual sample from a color-coded triplicate sample. (**A**) PC1 shows the main variability among the transcriptome differences and PC2 shows the second largest variability. (**B**) PCA plot with PC1 and PC3 to monitor a clear separation at the third largest variance (PC3). (**C**) PCA of the significantly differential expressed genes (at least 2 fold; FDR corrected P value < 0.05) between undifferentiated and differentiated SCR or undifferentiated and differentiated KD ESCs. A PC1 and PC2 variance of 60% and 12%, respectively, has been obtained indicating a clear separation between the transcriptomes of the differentiated SCR and KD ESCs. (**D**) Gene expression of representative genes determined by qPCR analysis. The gene expression data of triplicates for each experimental condition are expressed as mean ± SD (*P < 0.05 for KD 12-day versus control SCR 12-day EBs). The expression of *Mabeb16* determined by qPCR is shown in Fig. 1B.

### K-means clusters and GO analysis

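A k-means grouping of the 7620 changed probe sets into 7 clusters gave sizes from 634 to 1627. Tnnt2 and Myh6 fell into the largest cluster, Bmp1 into one of 1507, Bub1 and Nup43 together into one of 1218 and Pou5f1 into one of 1016. Adh1 was in a cluster of 887. The remaining clusters, of 731 and 634 probe sets, held none of the genes that the study plots as representatives. The probe sets were selected for a KD and SCR difference, so the shapes of the clusters are not independent evidence of one.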

Part of Gene set enrichment analysis, applying the k-means clustering, significantly altered genes (exhibiting at least 2-fold regulation in each condition) were clustered in seven specific gene clusters. The clustering was based on their expression pattern over the different differentiation time points (Fig. 3). Also illustrated on Fig. 3 (right) are the expression pattern of representative genes from the different clusters. 

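Adh1, an alcohol dehydrogenase of retinol metabolism, rose by 3.91 log2 (SE 0.152, limma adjusted p = 3.81e-24) in 22-day KD EBs, from 17.4 ± 1.92 to 262 ± 24.7 (SD, n = 3 arrays). In its cluster 821 of 887 probe sets were higher at day 22 and none was lower. Bmp1, a procollagen protease, rose by 1.07 (SE 0.0844, adjusted p = 1.17e-14) over days 12 to 22, and 1 of its 2 probe sets passed. As their mean Bmp1 was at 0.70, under 2-fold, and with each array centred on its median it was just under 2-fold. Its cluster had 847 of 1507 members higher and 43 lower already at day 4. In the largest cluster, with Tnnt2 and Myh6, 1210 members were higher over days 12 to 22 and none was lower. The cluster with a peak in 4-day KD EBs had 504 of 634 members higher at day 4, Hoxd9, Tbx4 and Itga4 among its genes. The other one without a representative rose late in SCR EBs, and 358 of its 731 members were lower in KD EBs at day 15.

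**Figure D2:**
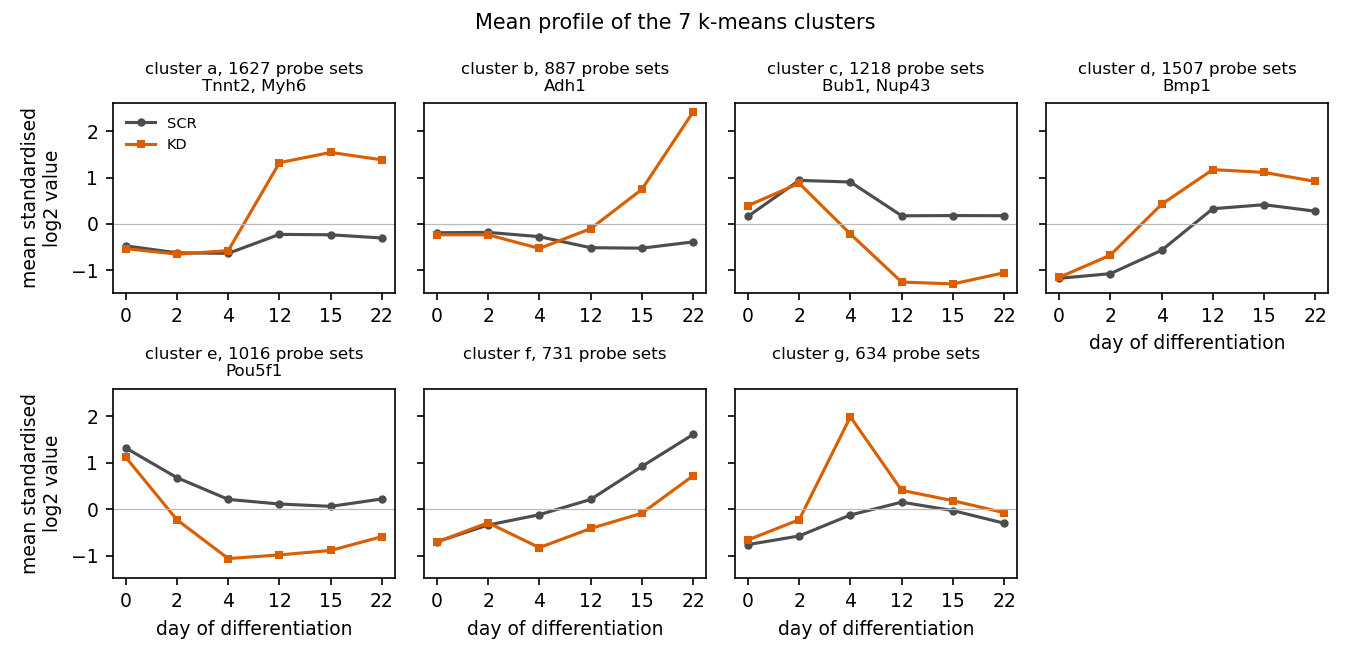
Mean standardised log2 value of the 7 clusters (a to g) by day in SCR and KD cells. Cluster a (1627 probe sets) separates the lines from day 12 on, and cluster e (1016 probe sets) from day 2 on.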

To identify specific Gene Ontology (GO), biological processes (BPs), molecular function (MF) and cellular component (CC) along with KEGG pathways, the differentially expressed genes were analysed using Database for Annotation, Visualization and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/) tool. The most biologically significant “parent” terms and more specialized “child” terms of the biological processes of 7 clusters are shown in Table 1. The complete GO analysis is shown in the Supplementary Dataset File.

**Figure 3:**
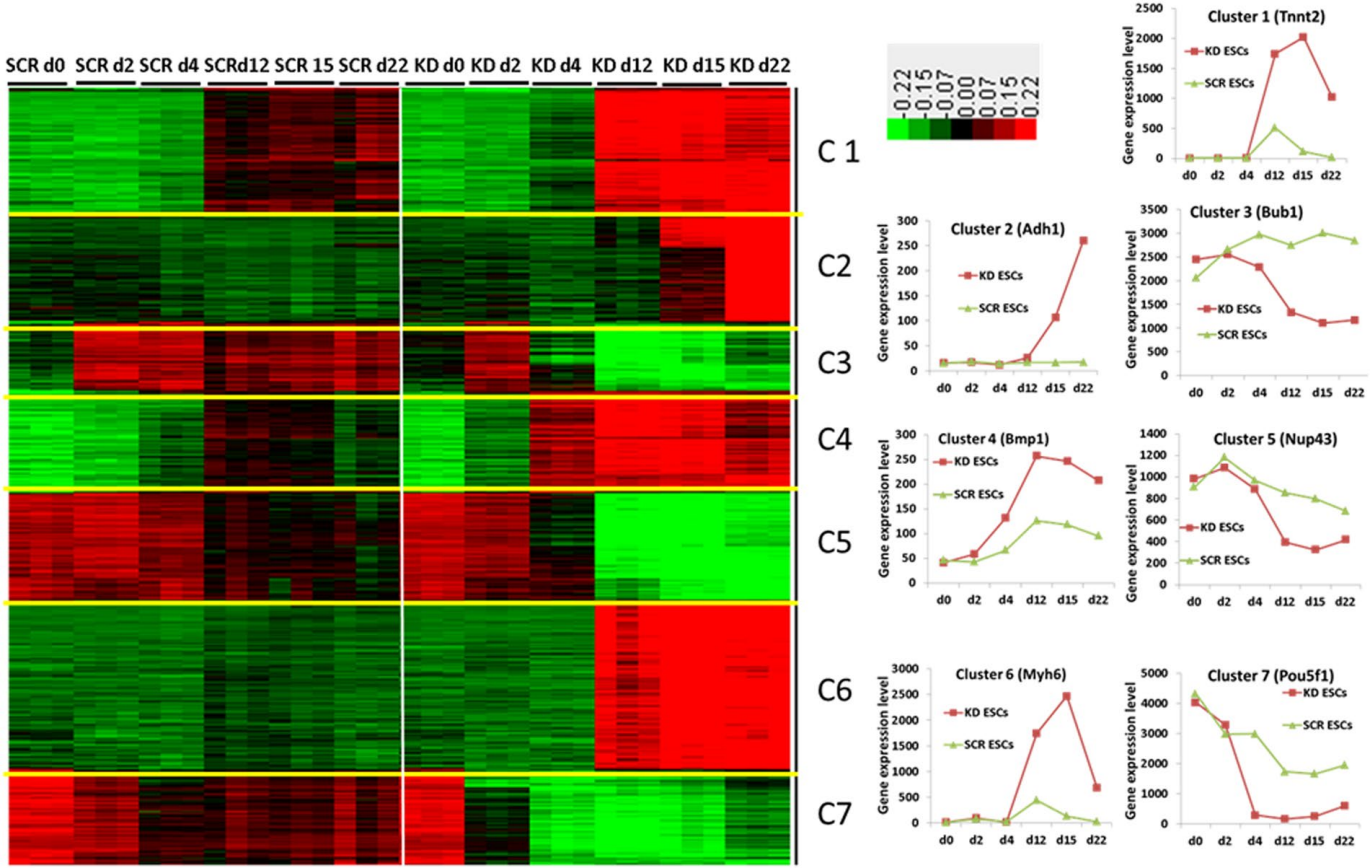
Visualization of k-means clustering of differentially expressed probe sets with Euclidean distance measurement and k = 7 group clusters. Replicates are displayed in the vertical axis and genes in the horizontal axis. Log2 transformed signal intensities are depicted in colour code. The heatmap indicates high expression levels in red, intermediate expression level in dark grey and low expression levels in green. Representative diagrams for the gene expression pattern of the different clusters are shown on the right.

**Table 1:** Specific GO and KEGG pathways of the cluster specific genes indicated in Fig. 3.

Term	Gene Nr.	PValue
Cluster 1		
GO:0009888~tissue development	49	7.76E-12
GO:0001568~blood vessel development	24	5.57E-08
GO:0001944~vasculature development	24	8.69E-08
GO:0048706~embryonic skeletal system development	14	1.43E-07
GO:0060348~bone development	15	1.58E-06
GO:0051216~cartilage development	12	3.86E-06
GO:0007420~brain development	23	3.90E-06
GO:0001649~osteoblast differentiation	9	2.02E-05
GO:0007417~central nervous system development	25	2.20E-05
GO:0030900~forebrain development	15	8.57E-05
mmu05414:Dilated cardiomyopathy	11	2.16E-04
GO:0060485~mesenchyme development	8	2.41E-04
GO:0043009~chordate embryonic development	24	4.31E-04
GO:0030324~lung development	10	0.0019
GO:0050767~regulation of neurogenesis	10	0.0062
GO:0001654~eye development	11	0.0065
GO:0030902~hindbrain development	7	0.0067
**Cluster 4**		
GO:0009888~tissue development	46	1.87E-13
GO:0001568~blood vessel development	27	4.74E-12
GO:0001944~vasculature development	27	8.28E-12
GO:0007507~heart development	22	5.64E-09
GO:0060429~epithelium development	23	3.70E-08
GO:0030324~lung development	13	2.71E-06
GO:0060485~mesenchyme development	9	7.00E-06
GO:0048732~gland development	16	1.27E-05
GO:0007517~muscle organ development	15	1.51E-05
GO:0009952~anterior/posterior pattern formation	14	1.52E-05
GO:0014032~neural crest cell development	7	4.80E-05
mmu04510:Focal adhesion	14	6.91E-05
GO:0022008~neurogenesis	26	1.07E-04
GO:0060348~bone development	11	1.51E-04
GO:0001656~metanephros development	8	1.70E-04
GO:0030326~embryonic limb morphogenesis	9	8.25E-04
GO:0007420~brain development	16	8.65E04
**Cluster 2**		
mmu00982:Drug metabolism	23	3.08E-18
mmu00980:Metabolism of xenobiotics by cytochrome P450	19	1.90E-14
mmu00830:Retinol metabolism	19	3.39E-14
GO:0009888~tissue development	34	1.14E-07
GO:0060429~epithelium development	21	1.92E-07
mmu00140:Steroid hormone biosynthesis	10	1.50E-06
mmu00983:Drug metabolism	10	2.66E-06
GO:0008202~steroid metabolic process	14	1.08E-05
mmu00590:Arachidonic acid metabolism	10	2.43E-04
GO:0008544~epidermis development	10	5.85E-04
GO:0007398~ectoderm development	10	9.15E-04
**Cluster 3**		
GO:0007126~meiosis	11	5.73E-07
GO:0005634~nucleus	89	7.74E-06
GO:0000279~M phase	15	6.85E-05
GO:0004089~carbonate dehydratase activity	5	1.02E-04
mmu00270:Cysteine and methionine metabolism	5	7.46E-04
GO:0000775~chromosome, centromeric region	8	8.26E-04
GO:0007283~spermatogenesis	10	0.0125
GO:0006006~glucose metabolic process	7	0.0166
mmu00480:Glutathione metabolism	4	0.0279
**Cluster 5**		
GO:0005634~nucleus	208	2.83E-40
GO:0006259~DNA metabolic process	57	1.26E-27
GO:0000279~M phase	46	1.66E-25
GO:0005730~nucleolus	37	1.60E-16
mmu04110:Cell cycle	17	2.62E-09
mmu03030:DNA replication	8	4.07E-06
GO:0006310~DNA recombination	11	7.53E-06
GO:0007126~meiosis	11	3.16E-05
GO:0051327~M phase of meiotic cell cycle	11	3.16E-05
mmu04115:p53 signaling pathway	9	5.43E-05
GO:0005654~nucleoplasm	28	3.18E-04
GO:0034470~ncRNA processing	12	0.001
GO:0040029~regulation of gene expression, epigenetic	7	0.005
GO:0006913~nucleocytoplasmic transport	8	0.006
GO:0046930~pore complex	6	0.022
GO:0007498~mesoderm development	5	0.045
mmu00051:Fructose and mannose metabolism	5	0.005
**Cluster 6**		
mmu04610:Complement and coagulation cascades	31	8.09E-21
GO:0002526~acute inflammatory response	26	2.41E-17
GO:0007596~blood coagulation	22	1.83E-14
GO:0019724~B cell mediated immunity	16	5.99E-09
GO:0043292~contractile fiber	18	1.85E-08
GO:0060429~epithelium development	28	1.35E-06
GO:0001944~vasculature development	24	2.98E-05
GO:0019752~carboxylic acid metabolic process	35	1.00E-04
GO:0048732~gland development	17	0.0018
GO:0050873~brown fat cell differentiation	6	0.0032
GO:0007398~ectoderm development	12	0.0079
GO:0031016~pancreas development	5	0.041
**Cluster 7**		
GO:0019827~stem cell maintenance	9	2.69E-09
GO:0048864~stem cell development	9	4.07E-09
GO:0005634~nucleus	115	1.94E-07
GO:0010468~regulation of gene expression	73	5.93E-06
GO:0007283~spermatogenesis	16	6.50E-05
GO:0007498~mesoderm development	6	0.004
GO:0007398~ectoderm development	6	0.095
GO:0007492~endoderm development	3	0.096

As indicated in Table 1, in comparison to the differentiated SCR ESCs, terms associated with tissue development were significantly enriched in Mageb16 depleted 12-, 15- and 22-day EBs (Fig. 3, Cluster 1). 

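Mesenchymal genes were higher in late KD EBs. Of 19 measured mesenchyme and extracellular-matrix genes, 16 were higher over days 12 to 22 and none was lower, also adjusted over the list alone. Col5a2, a fibrillar collagen chain, rose by 4.08 log2 (SE 0.116, limma adjusted p = 3.27e-29). Dcn, a collagen-binding proteoglycan, rose by 3.71, Lum by 3.05 and Col6a1 by 3.00. At day 4 Pdgfrb, a receptor of mural cells, was already higher by 5.14 and Snai2 by 4.68. The list's median change was 1.90 (camera adjusted p = 7.2e-08, and adjusted p = 0.0569 with an estimated correlation).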

The most prominent BPs were mainly associated with development of mesoderm derivatives such as GO:0001568~blood vessel development, GO:0001944~vasculature development, GO:0048706~embryonic skeletal system development, GO:0051216~cartilage development and GO:0001649~osteoblast differentiation. 

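Endothelial genes rose over days 12 to 22: 8 of 16 measured were higher in KD EBs and none was lower, also adjusted over the list alone (median log2 change 1.05, camera adjusted p = 1.88e-06, and adjusted p = 0.0467 with an estimated correlation). Cdh5, the cadherin of vascular junctions, rose by 4.03 (SE 0.104, limma adjusted p = 1.43e-30), Emcn by 3.54, Icam2 by 3.39 and Sox18 by 2.59. Among 12 bone and cartilage genes, 4 were higher and 1 was lower. Col1a1 rose by 3.98, Col1a2 by 3.39 and Dmp1, a matrix protein of osteocytes, by 1.21, while Alpl fell by 1.67. As the mean of its probe sets Dmp1 was at 0.87, under 2-fold. That list did not move (camera adjusted p = 0.522, direction up, with a median of -0.04). Of the genes that the study's table lists under blood vessel development in Cluster 1, 12 of 22 measured were higher and none was lower. For skeletal system development this was 5 of 13, for cartilage development 5 of 11 and for osteoblast differentiation 5 of 8. These genes were selected on the same arrays, so the counts are not independent evidence.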

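Neural genes were lower in late KD than in SCR EBs, but by their median higher in both lines than in WT EBs. Over days 12 to 22 that median was 1.80 log2 in SCR against WT EBs and smaller in KD against WT EBs. Of 23 measured neural genes, 11 were lower and none was higher over days 12 to 22, also adjusted over the list alone. Sox1, a factor of neural progenitors, was lower, at -2.30 log2 (SE 0.165, limma adjusted p = 6.17e-16), En2 at -2.10, Pax6 at -1.86 and Neurod1 at -1.40. The list moved down (median -0.94, camera adjusted p = 9.54e-05), but not with an estimated correlation (adjusted p = 0.262). At day 22 alone it did not pass (camera adjusted p = 0.074). It did pass there with means of probe sets (camera adjusted p = 0.0372) and without replicate 1 (0.00459). None of 6 neural-crest genes changed (camera adjusted p = 0.986). Simple-epithelium genes moved up (7 higher and 1 lower of 16, median 0.93, adjusted p = 9.4e-06, and adjusted p = 0.0731 with an estimated correlation), with Krt19 at 3.75 and Krt7 at 2.75. Of the study's own Cluster 1 genes, 8 of 21 measured under brain development were higher and 2 were lower. Under epithelium development 13 of 19 were higher and none was lower. Both sets were picked from these arrays and are not independent evidence.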

The second set of most prominent BPs were associated with development of ectodermal derivatives such as GO:0007420~brain development, GO:0007417~central nervous system development and GO:0060429~epithelium development. Similarly, highly significant developmental GOs participating in the development of mesoderm derivatives have also been observed by the analysis of Cluster 4 genes indicating higher expression levels in 4-, 12-, 15-, and 22 days KD EBs in comparison to the differentiated SCR ESCs. This is followed by development of ectoderm derivatives such as GO:0007420~brain development, GO:0007417~central nervous system development and gland development. 

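Regulators of lateral plate and cardiac mesoderm were higher in 4-day KD than SCR EBs. Of 14 measured, 11 were higher and none was lower, also adjusted over the list alone (median log2 change 3.62, camera adjusted p = 6.54e-12, and adjusted p = 0.00514 with an estimated correlation). Tbx20, a T-box factor of the heart, rose by 6.39 (SE 0.229, limma adjusted p = 4.85e-25). Pdgfra, a receptor of nascent mesoderm, rose by 5.98, Hand2 by 5.80 and Gata6 by 5.05. In late EBs 8 of the 14 were higher and none was lower (median 1.39, adjusted p = 0.000117, and adjusted p = 0.058 with an estimated correlation). Endoderm genes rose at day 4 as well: Sox17 by 7.16 (SE 0.172, adjusted p = 2.25e-30), Cxcr4 by 5.78 and Cdx2 by 4.02. Of the study's Cluster 4 genes, 22 of 27 measured under blood vessel development and 18 of 22 under heart development were higher at day 4. None was lower, and the selection on these arrays makes the counts not independent evidence. At day 4, SCR EBs differed from WT EBs at 2798 probe sets and KD EBs from WT EBs at 75. The count of 75 was 45 to 134 with an array left out and 28 on the compared arrays alone. By these counts, 4-day KD EBs lay closer to WT EBs than SCR EBs did.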

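Of the genes that the study's table lists under brain development in Cluster 4, 14 of 16 measured were higher in 4-day KD EBs and none was lower. In late EBs 9 were higher and 1 was lower. Under central nervous system development 17 of 19 were higher at day 4, with a median log2 change of 3.04. The choice of these genes on the same arrays makes the counts not independent evidence. In the fixed neural list, Neurod1 was lower, at -3.19 (SE 0.181, limma adjusted p = 1.92e-18) and Pax6 at -2.87 log2 at day 4. Definitive endoderm and gut genes were higher at day 4 (8 of 10 measured, none lower, also adjusted over the list alone; camera adjusted p = 3.96e-07, and adjusted p = 0.0459 with an estimated correlation). Of the 10, 7 were higher over days 12 to 22 (median 1.18, adjusted p = 0.00049, and adjusted p = 0.092 with an estimated correlation), with Onecut2 at 2.47, Foxa1 at 2.26 and Hhex at 1.81.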

Analysis of the cluster 2 genes which were highly upregulated in the 22 days KD EBs in comparison to 22 days SCR EBs, indicated metabolism as the main KEGG (mmu00982: Drug metabolism) with the enriched biological GO, GO:0070330~aromatase activity. It included several “child” metabolism associated processes such as GO:0006631~fatty acid metabolic process, mmu00590:Arachidonic acid metabolism and other. Additionally, epithelium-, epidermis-, ectoderm-, gland-, brown fat cell- and lung development have also been identified in the Cluster 2 genes. In comparison to the 12-, 15- and 22-day SCR EBs, cluster 3 genes indicated a low expression level in the appropriate 12-, 15- and 22-day KD EBs. 

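In 22-day KD EBs, 10 of 18 measured drug and retinol metabolism genes were higher and 1 was lower than in SCR EBs, also adjusted over the list alone. Cyp2f2, a cytochrome P450 of lung club cells, rose by 5.70 log2 (SE 0.147, limma adjusted p = 6.16e-30), from 9.84 ± 0.709 to 519 ± 103 (SD, n = 3 arrays). The SCR signal lay under the lower quartile of its arrays (4.37 to 4.44 log2), so the size of this rise is not exact. Gsta3, a glutathione transferase, rose by 5.54, and Aldh1a1, which makes retinoic acid, by 4.33. The list moved up (median 1.20, camera adjusted p = 2.65e-05, and adjusted p = 0.0459 with an estimated correlation). Of the genes the study lists under drug metabolism in Cluster 2, 19 of 21 measured were higher at day 22, and under aromatase activity 14 of 14. None was lower. These genes were taken from a cluster formed on the same arrays and are not independent evidence.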

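Adipocyte genes were higher in late KD than SCR EBs. Of 11 listed, 4 were measured and all 4 were higher over days 12 to 22, also adjusted over the list alone. Fabp4, a fatty acid carrier of fat cells, rose by 5.29 log2 (SE 0.142, limma adjusted p = 4.78e-30). Lpl, which releases fatty acids from lipoproteins, rose by 1.75, Cebpa by 1.45 and Pparg by 1.42. With 4 genes the list was too short for the camera test.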

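Epidermal genes were higher in 22-day KD EBs: 11 of 17 measured, with none lower, also adjusted over the list alone. Krt15 rose by 5.87 log2 (SE 0.149, limma adjusted p = 3.66e-30), from 18.2 ± 1.16 to 1064 ± 107 (SD, n = 3 arrays). Sprr1a, a cornified-envelope protein, rose by 4.09, Krt4 by 3.67 and Krt13 by 3.62. The list moved up (median 1.87, camera adjusted p = 8.69e-09, and adjusted p = 0.0412 with an estimated correlation). Muc1, a mucin of simple epithelia, rose by 4.65. The study's Cluster 2 genes under epidermis development had 8 of 9 measured higher at day 22. They were selected on these arrays and are not independent evidence.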

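Bub1, a spindle checkpoint kinase that the study plots for Cluster 3, fell by 1.26 log2 (SE 0.0332, limma adjusted p = 3.37e-30) in KD against SCR EBs over days 12 to 22. It fell into the re-computed cluster of 1218 probe sets. In that cluster 641 were lower at day 12, 721 at day 15 and 529 at day 22. At these days 1, 0 and 5 were higher. Ttk, another checkpoint kinase, was lower, at -1.08 and Bub1b at -1.03. As means of their probe sets these genes were under 2-fold, with Bub1 at -0.84, Ttk at -0.91 and Bub1b at -0.97. Bub1b was under it too without SCR replicate 1 (-0.97) or KD replicate 1 (-0.99). The cluster was formed on the same arrays, so its counts are not independent evidence.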

A further analysis indicated that BPs associated with the process of meiosis (GO:0007126~meiosis) and spermatogenesis (*Dnmt3a, Rec8, Tex15, Sycp3, Tcfl5, Hsf2, Nr6a1, Mael, Rad18, Nlrp14)* were significantly repressed (see Table 1 and Supplementary Dataset File).

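Sycp3, a component of the synaptonemal complex, fell by 4.29 log2 (SE 0.141, limma adjusted p = 4.29e-27) over days 12 to 22. At day 22 its signal was 2946 ± 296 in SCR and 318 ± 70.1 in KD EBs (SD, n = 3 arrays). Tcfl5 was lower, at -2.42, Tex15 at -1.74, Nr6a1 at -1.67, Nlrp14 at -1.19 and Hsf2 at -1.07. Rec8, the meiotic cohesin, was at -0.75 and Rad18 at -0.98, both under the 2-fold minimum. Rad18 passed with quantile normalization (-1.08), median centring (-1.05), array weights (-1.01) and without KD replicate 2 (-1.04). Dnmt3a was at -0.20 (SE 0.081, adjusted p = 0.0244). Its 5 probe sets disagree, with 1 past the threshold at -1.08 and 1 at 1.11. As a mean of probe sets, Nr6a1 was at -0.94 and Hsf2 at -0.89, both under 2-fold. Of these genes and Mael, 7 of 10 were lower, also adjusted over the list alone (camera adjusted p = 1.1e-05, and adjusted p = 0.0459 with an estimated correlation). The study chose them on these arrays, so this is not independent evidence. In a list of 20 meiosis and germ-line genes that shares 4 of them, 10 of 18 measured were lower, Ddx4 at -2.89 and Hormad1 at -2.76. That list moved down (median -1.52, adjusted p = 3.89e-06, and adjusted p = 0.0699 with an estimated correlation).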

Cluster 5 genes showed similar expression levels in KD ESCs, 2-, and 4-day KD EBs in comparison to the SCR ESCs, 2-, and 4-day SCR EBs. In this context, expression of genes belonging to the GO:0006259~DNA metabolic process, GO:0000279~M phase, GO:0005634~nucleus and GO:0005730~nucleolus were significantly repressed in the differentiated 12-, 15- and 22-day KD EBs in comparison to 12-, 15- and 22-day SCR EBs.

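Nup43, the nuclear pore gene that the study plots for Cluster 5, was at 0.12 log2 (SE 0.0799, limma adjusted p = 0.403) in KD against SCR cells at day 0, at -0.12 at day 2 and at -0.13 (adjusted p = 0.208) at day 4. In the re-computed cluster that holds it, 34 of 1218 probe sets were higher and 4 were lower at day 0. At day 2, 60 were higher and 47 were lower. At day 4, 13 were higher and 491 were lower, with a median of -0.69. This cluster combines Bub1 and Nup43, which the study keeps apart.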

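DNA replication genes were lower as a group in late KD EBs, mostly by less than 2-fold. Of 28 measured, 3 were lower over days 12 to 22 and none was higher, also adjusted over the list alone. Orc1, of the origin recognition complex, was lower, at -1.64 log2 (SE 0.0519, limma adjusted p = 1.24e-27), the clamp loader Rfc5 at -1.22 and Gmnn at -1.06. Together they had a median of -0.73 (camera adjusted p = 4.02e-11, and adjusted p = 0.0459 with an estimated correlation). Of 22 measured mitosis genes, 3 were lower (median -0.69, adjusted p = 1.8e-08, and adjusted p = 0.146 with an estimated correlation). At day 0 the mitosis list moved slightly up (median 0.17, adjusted p = 0.00388, and adjusted p = 0.552 with an estimated correlation). That call was also lost without replicate 1 (camera adjusted p = 0.127). Of the study's Cluster 5 genes under M phase, 28 of 42 measured were lower at day 15 and 19 over days 12 to 22. They were selected on these arrays and are not independent evidence.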

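Among the epigenetic genes of Cluster 5, Dnmt3b, a de novo DNA methyltransferase, fell by 1.70 log2 (SE 0.111, limma adjusted p = 3.2e-17) in KD against SCR EBs over days 12 to 22. Hells, a chromatin remodeller, fell by 1.25. Xist was at -0.77 and Baz2a at -0.76, both under the 2-fold minimum, and another probe set of Baz2a passed, at -1.21. With Hat1, Lin28a and Brca1, 5 of the 7 genes were lower, also adjusted over the list alone (median -1.17, camera adjusted p = 3.57e-05, and adjusted p = 0.058 with an estimated correlation). In the study's table, 10 of 12 measured ncRNA-processing genes were lower at day 12, 10 at day 15 and 1 at day 22. Over days 12 to 22 it was 5 of 12. Under nucleocytoplasmic transport this was 2 of 7, in the Nup107-160 complex 1 of 3 and under mesoderm development 3 of 5. The study took all these genes from a cluster of lower genes on these arrays, so they are not independent evidence.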

Interestingly, genes belonging to the GO:0007498~mesoderm, GO:0031080~Nup107–160 complex, GO:0006913~nucleocytoplasmic transport (8 genes) and GO:0034470~ncRNA processing, GOTERM_BP_5,GO:0040029~regulation of gene expression and genes involved in epigenetics (*Xist, Hat1, Lin28a, Dnmt3b, Baz2a, Brca1, Hells*) are also included in cluster 5 genes (Fig. 3, Table 1). The expression pattern of nucleocytoplasmic transport and nuclear pore genes in cluster 5, and in addition, other well annotated genes belonging to these GOs, are shown in Fig. 4. As indicated, gene expression level remained high during differentiation of the KD ESCs and later time points of differentiation in comparison to the SCR EBs. In comparison to SCR ESCs and EBs, several nucleocytoplasmic transport and nuclear pore genes were downregulated after 12-days of differentiation in KD ESCs and EBs (Fig. 4). 

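The genes of the nuclear pore and of nuclear transport moved down in late KD EBs, mostly by less than 2-fold. Of 29 measured nuclear pore genes, 1 was lower over days 12 to 22 and none was higher, also adjusted over the list alone. The list's median log2 change was -0.52 (camera adjusted p = 8.87e-08, and adjusted p = 0.0557 with an estimated correlation). At day 4 its median was -0.02 (camera adjusted p = 0.492). Of 28 measured transport receptors and Ran-cycle genes, 2 were lower and none was higher over days 12 to 22. Their median was -0.46 (adjusted p = 4.78e-07, and adjusted p = 0.0459 with an estimated correlation). The single nuclear pore gene past the threshold was Nup43. The 2 transport genes were Ranbp17, a member of the exportin family, and the exportin Xpo4. Both lists include genes that the study names, so they are not fully separate from its own selection.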

Some of the genes identified among them are *Ranbp17*, *Nup43*, *Nup133*, *Nup37, Kpnb1* and *Kpna1*. 

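Against SCR EBs over days 12 to 22, Ranbp17 was lower, at -1.57 (SE 0.0741, limma adjusted p = 7.31e-22) and Nup43 at -1.04 log2 (SE 0.0461, adjusted p = 9.51e-23). Nup133, of the pore's outer ring, was at -0.77 (adjusted p = 6.28e-18) and Nup37 at -0.87 (adjusted p = 2.03e-21). Kpnb1, which encodes importin beta, was at -0.50 (adjusted p = 8.45e-08). Its adaptor Kpna1 was at -0.34 (adjusted p = 2.11e-09). The last 4 are under the 2-fold minimum. Each was read by 3 arrays per line and day.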

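Ranbp17 signals in SCR cells were 241 ± 25.6 (SD, n = 3 arrays) at day 0, 144 ± 2.65 at day 4 and 109.9 ± 15.1 at day 22. In KD cells they were 251 ± 19, 49.7 ± 3.03 and 44 ± 5.58. Nup37 was at 1173 ± 77.3 in SCR and 649 ± 52.1 in KD EBs at day 12. By day 15 it was at 1241 ± 18 and 588 ± 22.6. In limma Ranbp17 fell by 1.54 log2 (limma adjusted p = 2.54e-13) at day 4, whereas Nup37 was at -0.13 (adjusted p = 0.155). The Ranbp17 signal in 4-day WT EBs was 45.7, near that of KD EBs, so SCR EBs stood apart at that day.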

The absolute expression levels of *Ranbp17* and *Nup37* at the different differentiation time points are also shown in Fig. 4(right).

**Figure 4:**
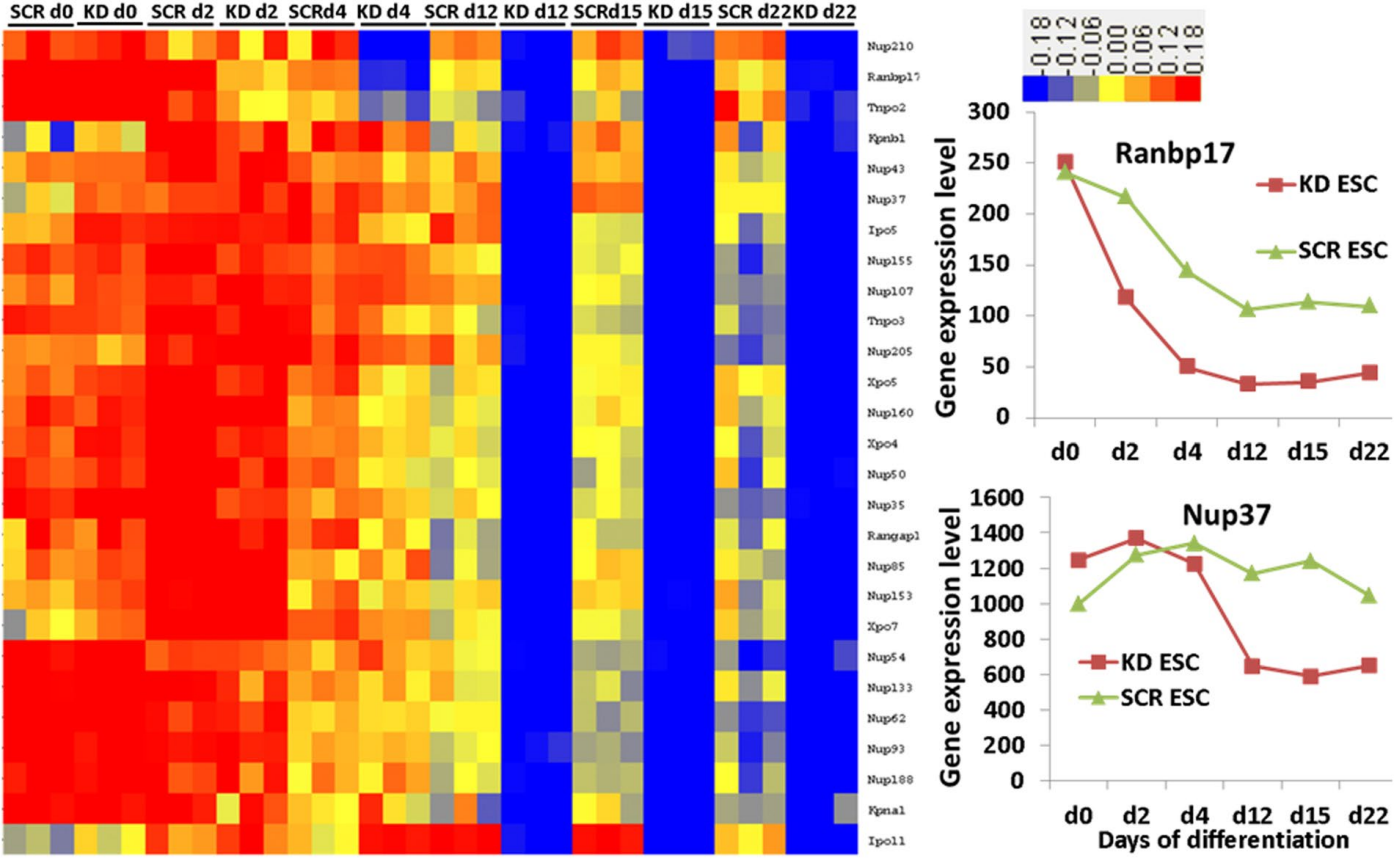
Visualization of differentially expressed genes participating in nucleocytoplasmic trafficking. Replicates are displayed in the vertical axis and genes in the horizontal axis. Log2 transformed signal intensities are depicted in colour code. The heatmap indicates high expression levels in red, intermediate expression level in yellow and low expression levels in blue. Representative diagrams on the right show the gene expression of the *Ranbp17* and *Nup37*.

A similar gene expression pattern to cluster 5 has been observed in cluster 7 genes. The differences between the expression level of differentiated KD and SCR ESCs were obvious at 4-day EBs becoming more prominent with increasing time of differentiation. 

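The re-computed cluster that holds Pou5f1 has 1016 probe sets. Against SCR cells, 65 of them were lower and 16 were higher in KD cells at day 0, and 365 were lower and 6 were higher at day 2. Day 4 had the most, with 560 lower and 25 higher and a median log2 change of -1.06. The number then fell from 486 at day 12 to 426 at day 15 and 362 at day 22. Esrrb, Nanog and Sox2 belong to the same cluster. It was formed on these arrays and is not independent evidence.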

Interestingly, genes belonging to the GO:0019827~stem cell maintenance and GO:0007498~mesoderm development indicated lower expression level in 4 to 22-day KD EBs in comparison to the 4 to 22-day SCR EBs. 

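Fgf4, a growth factor of undifferentiated cells, was lower, at -3.47 log2 (SE 0.194, limma adjusted p = 1.24e-18) in 4-day KD EBs and at -3.35 over days 12 to 22. Nr0b1 was lower, at -4.12 and Dppa2 at -3.59 at day 4, while Tbx3, which also acts in mesoderm, rose by 3.57. Of 12 measured primitive-streak genes, 8 were higher and 1 was lower at day 4, also adjusted over the list alone (camera adjusted p = 0.000307, and adjusted p = 0.208 with an estimated correlation). Lhx1 rose by 4.84, Evx1 by 3.29 and Mixl1 by 3.22, and Nodal fell by 3.03. Brachyury (T) has no probe set in the table used. Of the study's Cluster 7 genes, 8 of 9 measured under stem cell maintenance and 4 of 6 under mesoderm development were lower at day 4. In the latter 1 was higher. The genes were selected on these arrays and are not independent evidence.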

The comparative expression of a few select genes from these 3 clusters- cluster 3, 5 and 7 is illustrated in the Supplementary Information, Figure S1.

Analysis of cluster 6 genes, which possess higher expression, levels in 12-, 15- and 22 days KD EBs as compared to SCR EBs identified mainly GOs and KEGGs associated with development of mesoderm derivatives. Among them were mmu04610:Complement and coagulation cascades, GO:0001568~blood vessel development, GO:0050873~brown fat cell differentiation, GO:0048732~gland development, GO:0031016~pancreas development and those responsible for functional processes of the heart have been identified.

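Hepatocyte and visceral endoderm genes showed the largest median of the lists in late KD EBs, 4.66 log2 over days 12 to 22. Of 18 measured, 16 were higher and none was lower, also adjusted over the list alone (camera adjusted p = 1.63e-08, and adjusted p = 0.102 with an estimated correlation). Fgb, a fibrinogen chain, rose by 7.14 (SE 0.264, limma adjusted p = 2.04e-25), and Apoa2, a lipoprotein of the liver, by 6.16. Of 16 measured macrophage genes, 15 were higher and none was lower (median 2.91, camera adjusted p = 7.49e-10, and adjusted p = 0.00926 with an estimated correlation). Lyz1, a lysozyme, rose by 4.37 (SE 0.122, adjusted p = 1.71e-29), Lyz2 by 4.26 and the complement genes C1qb and C1qa by 3.99 and 3.71. Of 7 measured erythroid genes, 3 were higher, with the embryonic globin Hbb-y at 2.32. That list did not move (camera adjusted p = 0.13).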

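Complement and coagulation genes were higher in late KD EBs: 17 of 22 measured over days 12 to 22, with none lower, also adjusted over the list alone. Fga, a fibrinogen chain, rose by 6.80 log2 (SE 0.308, limma adjusted p = 1.9e-22) and Kng1, the kininogen of plasma, by 6.30. Its median was 2.95 (camera adjusted p = 1.49e-08, and adjusted p = 0.0766 with an estimated correlation). Many of these genes are made by the liver, so the list overlaps in cell type with hepatocyte genes. Of the study's Cluster 6 genes, 26 of 27 measured under complement and coagulation, 19 of 21 under blood vessel development and 15 of 17 under heart development were higher. Under brown fat cell differentiation this was 6 of 6, under gland development 15 of 16 and under pancreas development 4 of 5. None was lower, and the choice of genes on these arrays makes this not independent evidence.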

### Expression of key genes associated with the contractility of cardiomyocytes

In order to figure out whether Mageb16 depletion resulted in impaired cardiomyogenesis, (a process that is driven by the mesoderm) we plotted the expression values of key contractility genes such as *Tnnt2* (Troponin T2), *Actc1* (Alpha-Cardiac Actin), *Myl2* (Cardiac Ventricular Myosin Light Chain 2), *Myl3*, (Cardiac Myosin Light Chain 1), *Myh6* (Myosin Heavy Chain, Cardiac Muscle Alpha Isoform) and *Myh7* (Myosin Heavy Chain, Cardiac Muscle Beta Isoform). As shown in Figure S2, there were no significant differences in the time kinetic in differentiating ESCs and SCR. However, the expression levels of the contractility genes in KD ESCs were significantly higher in differentiating KD ESCs. In addition, we monitored the contractile foci of 13-days SCR and KD EBs, which exhibit more contractile foci in 12-days KD EBs (see representative videos).

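Between SCR and WT EBs, Tnnt2 was at -0.15 log2 (SE 0.303, limma adjusted p = 0.786) at day 12, -0.93 (adjusted p = 0.0123) at day 15 and -0.37 (adjusted p = 0.355) at day 22. Myh6, the atrial myosin heavy chain, was at 0.05 (adjusted p = 0.923) at day 12. At day 15 it passed as lower (adjusted p = 0.000862), just on the 2-fold minimum. Its signals were then 128.6 in SCR and 257.2 in WT EBs. Myl2, the ventricular light chain, was lower, at -1.80 (adjusted p = 3.42e-08) at day 15 and at -1.29 (adjusted p = 1.47e-05) at day 22. By their main probe sets Actc1, Myl3 and Myh7 did not pass the threshold at days 12, 15 or 22. Another probe set of Myl3 did at day 22, at -1.49 (adjusted p = 9.09e-06), and another of Tnnt2 at day 15, at -1.03. The other probe set of Myh6 was at -0.12 at day 15 and did not pass. Among 24 measured sarcomere genes, 4 were lower in SCR than WT EBs over days 12 to 22 and none was higher, also adjusted over the list alone. That list's median was -0.46 (camera adjusted p = 0.00316, and adjusted p = 0.468 with an estimated correlation).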

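Against SCR EBs over days 12 to 22, Tnnt2 rose by 3.91 (SE 0.175, limma adjusted p = 1.23e-22), Myh6 by 3.78 (SE 0.139, adjusted p = 1.84e-25), Actc1 by 3.04, Myl2 by 2.94 and Myl3 by 1.08 log2. Myh7, the beta myosin heavy chain, was at 0.62 (SE 0.16, adjusted p = 0.000685), under the 2-fold minimum. Without SCR replicate 2 Myl3 was under it as well, at 0.96. The atrial light chain Myl7 rose by 4.71, Smpx by 4.02 and the cardiac inhibitory troponin Tnni3 by 3.88. Of 24 measured sarcomere genes, 18 were higher and none was lower, also adjusted over the list alone. The list's median was 2.27 (camera adjusted p = 5.3e-09, and adjusted p = 0.0731 with an estimated correlation). The Tnnt2 signal at day 15 was 115 ± 31.3 in SCR and 1997 ± 299 in KD EBs (SD, n = 3 arrays). Smooth muscle genes were also higher (7 of 8 measured, median 2.03, adjusted p = 0.000104, and adjusted p = 0.0459 with an estimated correlation), with Mylk at 3.58 and Actg2 at 3.31.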

## Discussion

The discovery of novel molecular mechanisms controlling embryogenesis under *in vivo* conditions is problematic, cost-intensive and a time-consuming procedure requiring comprehensive animal studies. Nevertheless the developmental network can be partly recapitulated *in vitro* by the use of cultured ESCs which can be applied to recognize critical developmental processes. Recently, we have identified *Mageb16* as a novel regulator of pluripotency and differentiation in ESCs^7^. In this context, we have demonstrated that siRNA knockdown of *Mageb16*- a highly expressed gene marker in the pluripotent state of ESCs, resulted in a high expression of gene markers for all three germ layer- T bra (mesoderm), FGF5 (ectoderm), and HNF4a (endoderm) after 48 h. According to Uniprot database (http://www.uniprot.org/uniprot/Q9CWV4), *Mageb16* encodes for a protein of 363 amino acids (41 kDa). The molecular weight of MAGEB16 protein was verified using Western blotting methodology (Fig. 1). According to the Cell-PLoc 2.0 bioinformatics tool for predicting subcellular localization of proteins in different organisms^9^, MAGEB16 is predicted to be located in the cytosol. We confirmed this prediction using confocal imaging (Fig. 1), wherein, MAGEB16 has been detected in cell surface and/or cytosol.

To identify the mechanism by which MAGEB16 regulates the onset of differentiation in ESCs, we generated KD ESCs in which *Mageb16* is silenced. Applying the classical hanging drop protocol, we differentiated the cells until day 22 and performed microarray studies at different time points of differentiation. 

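Pou5f1 signals at day 4 were 2987 ± 130 in SCR, 665 ± 278 in WT and 295 ± 94.6 in KD cells (SD, n = 3 arrays). Nanog was at 2200 ± 247, 538 ± 155 and 309 ± 86.5, and Sox2 at 2711 ± 272, 455 ± 33 and 440.3 ± 117. Against SCR, KD EBs were lower at day 4, with a log2 change of -3.39 (SE 0.21, limma adjusted p = 3.06e-17) for Pou5f1, -2.86 for Nanog and -2.65 for Sox2. Against WT, Pou5f1 fell by 1.13 (SE 0.21, adjusted p = 0.000862). Nanog was at -0.79 (adjusted p = 0.0401) and Sox2 at -0.08 (adjusted p = 0.913) against WT, neither past the threshold. On arrays of the compared groups alone, the Pou5f1 difference from WT did not pass (adjusted p = 0.28). Without WT replicate 1 (-0.82) and without KD replicate 2 (-0.93) it was under 2-fold, while that of Nanog passed without WT replicate 2 (-1.01) and without KD replicate 1 (-1.005).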

In summary, DAVID analysis of our data showed that the level of key pluripotency markers such as *Pou5f1, Nanog* and *Sox2* declined faster during differentiated KD ESCs as compared to both SCR and WT ESCs (Figure S1). Based on the GOs and KEGG pathways enriched in *Mageb16* deficient differentiated KD ESCs, *Mageb16* mainly regulated the development of mesodermal directed lineages such as blood-, blood vessel-, heart-, muscle-, bone-, cartilage-, metanephros-, epithelial- and kidney development. In addition, the enriched KEGG pathways such as ECM-receptor interaction, PPAR signalling pathway (crucial for maintenance of hematopoietic stem cells), linoleic metabolism (associated with mesenchymal stem cells), hypertrophic and dilated cardiomyopathy suggest mesoderm related lineage specification too. However, enrichment of some ectoderm associated biological processes such as neurogenesis, lung development and axonogenesis suggest regulation of ectoderm and epithelial lineages also. 

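Over days 12 to 22, 25 of 35 tested lists moved between KD and SCR EBs, 14 up and 11 down, and 7 of them with an estimated correlation. Chance cannot be excluded for this number. At least as many lists moved in 10 of 100 reassignments of the arrays, with up to 27 in another split. Reassigned groups still hold unequal shares of KD arrays and keep part of the difference, so they cannot decide the question. Skeletal muscle genes did not move over these days (1 of 9 measured higher, also adjusted over the list alone, camera adjusted p = 0.0951). At day 22 alone 7 of the 9 were higher, with the muscle factor Myf5 at 2.85 log2 (SE 0.127, limma adjusted p = 3.9e-22), Myog at 2.78 and the embryonic myosin Myh3 at 2.22. Primitive-streak genes were lower over days 12 to 22 (4 of 12 measured, median -0.43, adjusted p = 0.031, and adjusted p = 0.512 with an estimated correlation), Eomes at -1.74 and Lhx1 at -1.52. Against WT EBs, 26 lists moved and none did with an estimated correlation.

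**Figure D3:**
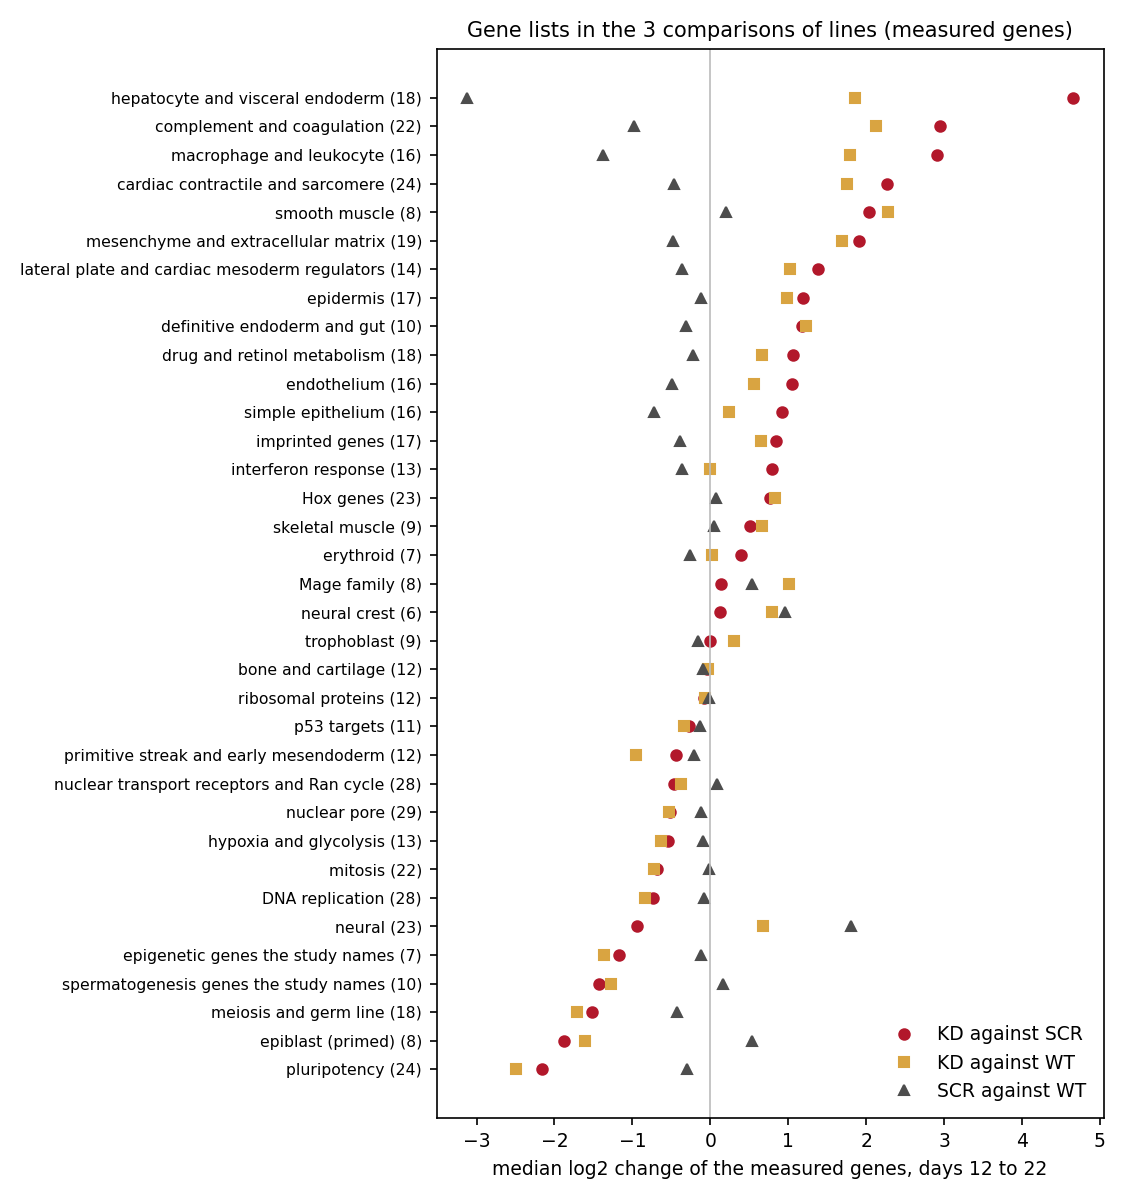
Median log2 change of each list's measured genes over days 12 to 22 in the 3 comparisons of lines. Hepatocyte genes lie at 1.86 in KD against WT and at -3.12 in SCR against WT, and neural genes at 0.68 and 1.80.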

Notably, the time kinetic of expression of classic contractility genes (Figure S2) was very similar in differentiating ESCs and SCR. However, the expression values were higher in differentiating KD ESCs which could be correlated to a higher beating activity in 13-days differentiating KD ESCs. These findings suggest a stronger orientation towards cardiomyogenic differentiation in differentiating *Mageb16* KD ESCs.

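From day 0 to day 4 the log2 change in KD minus that in SCR cells was -3.29 (SE 0.296, limma adjusted p = 5.24e-12) for Pou5f1, -2.85 (adjusted p = 2.47e-10) for Nanog and -2.80 (adjusted p = 1.22e-14) for Sox2. Compared with WT cells this difference was -1.05 (SE 0.296, adjusted p = 0.0236) for Pou5f1. It was -0.82 (adjusted p = 0.0959) for Nanog and -0.23 (adjusted p = 0.642) for Sox2, neither past the threshold. From day 0 to day 12 all 3 genes fell further in KD than in WT cells, with a difference of -3.68 (adjusted p = 5.86e-13) for Pou5f1, -3.51 for Nanog and -1.97 for Sox2. In 4-day WT EBs the change from their own day 0 was already -2.77 (adjusted p = 4.88e-15) for Pou5f1, -2.54 for Nanog and -2.94 for Sox2. In the SCR line none of these genes was past the threshold at day 4, although Nanog had been lower at day 2, at -1.98 (adjusted p = 1.84e-10).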

Notably, analysis of microarray data indicated a faster downregulation of pluripotency genes such as *Pou5f1*, *Nanog* and *Sox2* as compared to SCR ESCs and ESCs (Cluster 7, Figure S1). However, the expression of Pou5f1, Nanog and Sox2 did not completely downregulated in 12-, 15-, and 22-days ESC- and SCR EBs. These results suggest that these factors regulate self-renewal but they also are involved in the differentiation processes of ESCs. In this context, it has been shown that Pou5f1, Nanog and Sox2 not only play an important role in maintaining pluripotency but are also involved in differentiation depending on the presence and expression level of other differentiation factors^10,11^. 

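In 12-day EBs the Pou5f1 signal was 1728 in SCR and 2203 in WT cells, against 165 ± 48.7 in KD cells (SD, n = 3 arrays). Nanog was at 1589 ± 234 in SCR and 1814 ± 446 in WT EBs, and Sox2 at 3014 ± 282 and 2499 ± 219. In KD EBs Nanog was at 164 ± 52.4 at day 12 and at 621 ± 43.2 at day 22. Against day 0, 12-day SCR EBs had a log2 change of -1.33 (SE 0.21, limma adjusted p = 6.83e-07) for Pou5f1, -0.98 (adjusted p = 0.000102) for Nanog and -0.21 (adjusted p = 0.203) for Sox2, the last 2 under the 2-fold minimum.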

As demonstrated earlier, a certain amount of Pou5f1 also induces differentiation of ESCs to mesodermal and primitive endoderm cells^10^.

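KD EBs were lower than SCR EBs over days 12 to 22, with a log2 change of -2.63 (SE 0.121, limma adjusted p = 3.37e-22) for Pou5f1, -2.46 (SE 0.122, adjusted p = 3.68e-21) for Nanog and -1.73 (SE 0.0831, adjusted p = 1.34e-21) for Sox2. The gap narrowed with time. For Pou5f1 it was -3.42 at day 12, -2.76 at day 15 and -1.70 at day 22. Factors of the primed epiblast were also lower: 7 of 8 measured over days 12 to 22 and none higher, also adjusted over the list alone, Otx2 at -3.11 and Fgf5 at -2.42. That list's median was -1.88 (camera adjusted p = 9.11e-05, and adjusted p = 0.0766 with an estimated correlation). At day 2 it had moved up, with 5 of 8 higher (median 1.03, adjusted p = 0.00018, and adjusted p = 0.0894 with an estimated correlation).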

Interestingly, while the expression level of pluripotency factors was very similar in undifferentiated KD ESCs and SCR ESCs, significant differences were observed in 12, 15 and 22-day EBs (Fig. 3, cluster 7, Figure S1). 

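In undifferentiated KD against SCR cells, Pou5f1 was at -0.10 (limma adjusted p = 0.845), Nanog at -0.01 (adjusted p = 0.991) and Sox2 at 0.14 log2 (adjusted p = 0.618). Signals were 3127 ± 386 and 3121 ± 471 for Nanog and 3490 ± 242 and 3850 ± 149 for Sox2 in SCR and KD cells (SD, n = 3 arrays). Of 24 pluripotency genes, 1 was higher at day 0 and none was lower, also adjusted over the list alone, and the list did not move (median -0.01, camera adjusted p = 0.819). The higher gene was Dppa3, which protects methylation in the early embryo, at 2.63 (SE 0.211, adjusted p = 1.58e-12).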

Although *Mageb16* expression level was very low in KD ESCs, the expression of pluripotency genes identified in Cluster 5 (including *Pou5f1*, *Nanog* and *Sox2*), remained very high and similar to that of undifferentiated SCR ESCs. From these findings, we may conclude that *Mageb16* is not directly involved in regulating expression of pluripotency genes but rather acting through fine-tuning the differentiation program of ESCs when differentiation is initiating.

Interestingly, the expression of genes such as *Hat1*, *Lin28a* and *Brca1* participating in the epigenetic regulation of gene expression, as well as in nucleocytoplasmic transport and ncRNA processing indicated the characteristic cluster 4 expression pattern with significant lower expression levels in 12, 15 and 22-day KD EBs in comparison to the corresponding SCR-or the WT EBs (Figure S1). 

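Hat1, a histone acetyltransferase, was lower, at -1.17 log2 (SE 0.0389, limma adjusted p = 5.92e-27) in KD against SCR EBs over days 12 to 22, Lin28a at -2.09 and Brca1 at -1.12. Against WT EBs the 3 genes were lower as well, at -1.13, -2.07 and -1.24. The Hat1 signal at day 12 was 3676 ± 107 in SCR and 1489 ± 20.6 in KD EBs (SD, n = 3 arrays). For Brca1, which acts in DNA repair, it was 598 ± 24.5 and 272 ± 21.4. All 3 genes fell into the re-computed cluster of Bub1 and Nup43. Taken as the mean of its probe sets, the Brca1 change was -0.92, under the 2-fold minimum.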

HAT1 plays an important epigenetic role in cellular chromatin assembly^12^. Epigenetic DNA modifications including chromatin rearrangements by histone modifications are involved in mammalian developmental processes and are characteristic of differentiation of ESCs toward somatic cells^13^. *Hat1* has been found to be overexpressed in adult stem cells such as hematopoietic stem cells (HSCs)^14^ and neural stem cells^15^.

LIN28 is an RNA-binding protein promoting pluripotency of ESCs via regulation of the microRNA let-7 regulates transition between pluripotency and committed cell lineages^16^. LIN28 is highly upregulated in undifferentiated cells and its expression declined during differentiation^16^. 

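Lin28a signals at day 0 were 831 ± 48.5 in SCR and 828 ± 17.5 in KD cells (SD, n = 3 arrays), and at day 4 839.5 ± 69.8 and 771 ± 32.1. At day 12 they were 423 ± 69.4 and 69.4 ± 5.87. The difference between the lines was -0.12 log2 (limma adjusted p = 0.414) at day 4, -2.60 (SE 0.111, adjusted p = 4.83e-22) at day 12, -2.07 at day 15 and -1.61 at day 22. Between day 0 and day 4 Lin28a did not pass the threshold in any of the 3 lines.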

Our findings also demonstrated high expression levels in SCR ESCs and KD ESCs and the expression declined with increasing time of differentiation with significantly lower levels at 12- to 22-day in KD EBs as compared to corresponding SCR EBs.

There is a clear indication that depletion of *Mageb16* is crucial for differentiation of ESCs specifically towards mesoderm depended adipogenesis, osteogenesis, cardiovascular lineages development, limb morphogenesis along with epithelial differentiation and neurogenesis (Cluster 1 and 4). These crucial developmental processes are well orchestrated by the participation of the highly conserved *Hox* genes (*Hoxd9, Hoxc8 and Hoxa9*). In this context, *Hox* genes were found in Cluster 1 and 4 showing a high expression level in 12- to 22-day *Mageb16* deficient KD EBs in comparison to the corresponding *Mageb16* expressing SCR EBs. Additionally, *Tbx4* (cluster 4) and *Itga4* which regulate osteoblast differentiation^17^ as well as *Shh* and *Igfbp5* (cluster 1) which are participating on the development of cardiovascular system^18^ are also highly upregulated in 12- to 22-day *Mageb16*-deficient KD ESCs in comparison to the corresponding control EBs. In addition, mesodermal genes were significantly faster downregulated in the differentiated *Mageb16* deficient KD ESCs compared to the SCR ESCs (Cluster 7, Table 1) correlating with the prominent formation of mesodermal derivatives.

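Hoxa9 rose by 1.86 (SE 0.106, limma adjusted p = 4.75e-19), Hoxc8 by 1.83 (SE 0.118, adjusted p = 2.16e-17) and Hoxd9 by 1.49 log2 (SE 0.12, adjusted p = 1.8e-14) in KD against SCR EBs over days 12 to 22. Against WT EBs Hoxc8 rose by 1.14, while Hoxa9 was at 0.94 and Hoxd9 at 0.79, under the 2-fold minimum. Hoxa9 passed without WT replicate 1 (1.03) and without KD replicate 3 (1.02). The largest Hox rise was in Hoxd8, by 2.89 (SE 0.0882, adjusted p = 3.72e-28). Of 39 Hox genes 23 were measured, and 9 of these were higher and none was lower, also adjusted over the list alone. Their median was 0.76 (camera adjusted p = 4.58e-05, and adjusted p = 0.0751 with an estimated correlation). At day 4, 10 were higher, among them the anterior genes Hoxd1 at 5.28, Hoxb2 at 4.48 and Hoxb1 at 4.30 (adjusted p = 5.04e-07 for the list, and adjusted p = 0.0459 with an estimated correlation). Signals were low: Hoxc8 was at 65.2 ± 7.35 in 12-day KD EBs (SD, n = 3 arrays).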

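Tbx4, a T-box gene of the hindlimb, rose by 2.16 log2 (SE 0.273, limma adjusted p = 1.24e-08) in 4-day KD against SCR EBs, the integrin gene Itga4 by 3.21 (SE 0.313, adjusted p = 1.98e-11) and the ligand gene Shh by 2.82 (SE 0.277, adjusted p = 2.3e-11). Over days 12 to 22 Tbx4 was at -0.26 (SE 0.157, adjusted p = 0.137), Itga4 at 0.45 (SE 0.181, adjusted p = 0.0269) and Shh at 0.54 (SE 0.16, adjusted p = 0.00268). None of these late values passed the threshold, although Shh rose by 1.94 at day 12 alone. Igfbp5, which binds insulin-like growth factors, was at 0.01 at day 4 and -0.19 (adjusted p = 0.0199) over days 12 to 22. Against WT EBs Shh rose by 1.15 over those days. Igfbp5 has 2 probe sets with nearly equal means (131.4 and 130.3) that disagree. The signal of the one used here stayed between 110.7 and 147.4 in all groups of line and day. That of the other ran from 9.9 to 3097. The other was at 1.63 at day 4 and at 1.46 (adjusted p = 1.38e-13) over days 12 to 22, past the threshold.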

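Against WT EBs at day 4, 2 of 12 measured primitive-streak genes were lower in KD EBs and none was higher, also adjusted over the list alone (median log2 change -0.63, camera adjusted p = 2.59e-09, and adjusted p = 0.064 with an estimated correlation). In SCR EBs 9 of the 12 were lower than in WT EBs at day 4 and 1 was higher (median -2.27, adjusted p = 4.79e-06, and adjusted p = 0.149 with an estimated correlation). Fgf8, a growth factor of the streak, fell by 1.01 log2 (SE 0.168, limma adjusted p = 1.19e-06) in KD against SCR EBs over days 12 to 22, and was just under 2-fold without SCR replicate 2 (-0.98), without KD replicate 1 (-0.97) and without KD replicate 2 (-0.98). Of the genes the study's table lists under mesoderm development in Cluster 7, 4 of 6 measured were lower over those days and none was higher. They were selected on these arrays and are not independent evidence. With 6 days measured, the speed of a fall between day 4 and day 12 is not resolved.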

Interestingly we found in Cluster 5, genes that encode for nuclear pore proteins which are essential for exchanging mRNAs and ncRNA between nucleus and cytosol. 

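Against WT EBs over days 12 to 22, 3 of 29 measured nuclear pore genes were lower in KD EBs and none was higher, also adjusted over the list alone. Nup43 fell by 1.12 log2 (SE 0.0461, limma adjusted p = 7.75e-24), and Nup133 was at -0.88, under the 2-fold minimum. The list's median was -0.53 (camera adjusted p = 2.73e-08, and adjusted p = 0.064 with an estimated correlation). Of 28 measured transport receptors and Ran-cycle genes, 2 were lower, Ranbp17 at -1.54 and Xpo4 at -1.22 (median -0.38, adjusted p = 4.07e-05, and adjusted p = 0.106 with an estimated correlation). Another probe set of Nup133 passed, at -1.08. As the mean of its probe sets Xpo4 was at -0.84, under 2-fold. Both comparisons use the same KD arrays, so they are not separate tests of KD cells.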

The expression level of these genes becomes lower during differentiation of *Mageb16* deficient KD ESCs in comparison to *Mageb16* expressing differentiated SCR ESCs and ESCs. There is increasing evidence that the process of nucleocytoplasmic trafficking (NCT), including nuclear pore complex proteins regulate ESCs differentiation^19–21^. Among those genes showing low expression values with progressive differentiation of *Mageb16* KD ESCs, *Ranbp17*, *Nup43*, *Nup133* and *Nup37* have been identified. 

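Xpo4 fell by 1.12 log2 (SE 0.0712, limma adjusted p = 1.31e-17) in KD against SCR EBs over days 12 to 22, from 85.2 ± 6.13 to 32.3 ± 2.68 at day 15 (SD, n = 3 arrays). Xpo5, the exportin of microRNA precursors, was at -0.53 (SE 0.0436, adjusted p = 3.65e-14) and Xpo7 at -0.32 (SE 0.0518, adjusted p = 7.03e-07), both under the 2-fold minimum. The importins Ipo5 and Ipo11 were at -0.74 (adjusted p = 2.02e-24) and -0.61 (adjusted p = 2.56e-17), also under it. Taken as the mean of its probe sets, the Xpo4 change was -0.83. Another probe set of Xpo5 passed, at -1.02.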

*Xpo4, Xpo5* and *Xpo7*, which belong to the exportin gene family mediating the transport of molecules from nucleus to cytosol, also exhibited low expression levels. Interestingly, importins such as *Ipo5* and *Ipo11* and exportins such as *Xpo4, Xpo5* and *Xpo7* are also critical for the regulation of differentiation in ESCs^21–23^. Normally, their expression is tightly regulated during lineage commitment of ESCs^21–23^. Moreover, the expression levels of *Kpnb1*, *Kpna1*, *Tnpo2* and *Tnpo3* which are crucial for nuclear protein export^21–23^ were lower in *Mageb16* deficient differentiated KD ESCs. 

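Tnpo2 was at -0.52 (SE 0.0574, limma adjusted p = 1.47e-10) and Tnpo3, which imports splicing factors, at -0.45 log2 (SE 0.0378, adjusted p = 5.62e-14) in KD against SCR EBs over days 12 to 22. Against WT EBs Kpnb1 was at -0.45 (adjusted p = 6.82e-07), Kpna1 at -0.13 (adjusted p = 0.0062), Tnpo2 at -0.43 (adjusted p = 1.12e-08) and Tnpo3 at -0.63 (adjusted p = 1.76e-18). All 4 genes were under the 2-fold minimum in both comparisons.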

In conclusion, the rapid downregulation of importins and exportins during differentiation of *Mageb16* deficient KD ESCs correlates well with faster progression of differentiation. In this context, the opposite phenomenon has been observed by *Strip2* deficient KD ESCs. In this context, we recently demonstrated for the first time that *Strip2* is essential for the onset of the differentiation in ESCs^24,25^.

Until now, the functional role of *Mageb16* is unknown. More recently it has been demonstrated that among different tissues, MAGEB16 was highly upregulated only in human and mice testis^6^. Furthermore, authors reported that the CpG islands of the 5′ upstream region of MAGEB16 was highly demethylated in the testis in striking contrast to highly methylated MAGEB16 expressed in other tissues^6^. The authors have also suggested that MAGEB16 is a critical regulator of spermatogenesis. This report^6^ strongly supports our findings, demonstrating that genes involved in the process of meiosis and spermatogenesis (*Dnmt3a, Rec8, Tex15, Sycp3, Tcfl5, Hsf2, Nr6a1, Mael, Rad18, Nlrp14*) were downregulated at later time points of differentiation in the *Mageb16* KD ESCs in comparison to *Mageb16* expressing SCR ESCs (Cluster 3 genes, Table 1 and Table S1). Accordingly, among the spermatogenesis genes, DNMT3A was reported to induce epigenetic modification of DNA via CpG island methylation, which again suggests the important role of MAGEB16 in spermatogenesis. 

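Against WT EBs over days 12 to 22, Sycp3 was lower, at -3.98 (SE 0.141, limma adjusted p = 6.93e-26), Tcfl5 at -2.30, Nr6a1 at -1.44, Rad18 at -1.32, Tex15 at -1.24 and Rec8 at -1.09 log2. Dnmt3a was at -0.67, Hsf2 at -0.88 and Nlrp14 at -0.84, under the 2-fold minimum. The meiosis and germ-line list was lower against WT as well, with 15 of 18 measured genes lower and none higher, also adjusted over the list alone (median -1.71, camera adjusted p = 1.7e-07, and adjusted p = 0.064 with an estimated correlation). At day 4 against SCR, 7 of the study's 10 genes were lower, Sycp3 at -4.50 and Hsf2 at -1.13. Ddx4, a helicase of germ cells, was lower, at -3.36 and Dazl at -2.11 at that day. Against WT at day 4 none of the 10 passed, with Sycp3 at -0.39 (adjusted p = 0.606) and Hsf2 at -0.45 (adjusted p = 0.0284). Another probe set of Dnmt3a passed against WT over days 12 to 22, at -1.66. Others went the opposite way. For example, a probe set was at 568.1 in KD and 290.7 in WT EBs at day 12, and at 300.9 and 178.9 at day 22. As means of probe sets over days 12 to 22, Nr6a1 was at -0.87 and Rad18 at -0.88 against WT, both under 2-fold, and at day 4 against SCR Hsf2 was at -0.80.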

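Mael signals at day 4 were 108 ± 10.3 in SCR, 13.7 ± 4.31 in WT and 10.1 ± 3.5 in KD EBs (SD, n = 3 arrays). At day 15 they were 158 ± 12.2, 312 ± 25.9 and 24.3 ± 10.9. KD against SCR EBs was lower, at -3.08 log2 (SE 0.14, limma adjusted p = 2.01e-22) over days 12 to 22, and against WT EBs at -3.54. At day 0, KD and SCR cells were at 113 ± 8.6 and 96.1 ± 2.76.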

One of the key regulators of spermatogenesis is *Mael* (Supplementary Information, Figure S1) which is expressed in male germ cells and testis but under pathological conditions also in cancer cells^26^. Demethylation of CpG islands in *Mael* is also associated with its expression^26^. Moreover, in the absence of MAGEB16, spermatogenesis genes become downregulated during formation of spermatocytes. From these findings, we may suggest that *Mageb16* is a master regulator of spermatogenesis. Our results additionally demonstrate that MAGEB16 is a key regulator of differentiation processes in ESCs via regulation of the expression of pluripotency factors. 

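Of 24 pluripotency genes, 20 were lower in KD than SCR EBs over days 12 to 22 and none was higher, also adjusted over the list alone. Nr0b1 was lower, at -3.25 log2 (SE 0.123, limma adjusted p = 4.59e-25), Tdgf1, a co-receptor of Nodal, at -3.18 and Tcl1 at -2.84. Their median was -2.16 (camera adjusted p = 9.64e-10), but it did not move with an estimated correlation (adjusted p = 0.127). At day 2, 11 of the 24 were already lower, Tcl1 at -2.82 and Nr0b1 at -2.55. At day 4, 20 were lower and 2 were higher (median -2.55, adjusted p = 6.54e-12, and adjusted p = 0.0766 with an estimated correlation). Against WT cells at day 4, 5 were lower and none was higher, with a median of -0.56 (adjusted p = 9.07e-13, and adjusted p = 0.116 with an estimated correlation). SCR against WT cells at day 4 had 19 higher and 2 lower (median 1.85, adjusted p = 9.71e-10, and adjusted p = 0.194 with an estimated correlation).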

In the absence of *Mageb16*, expression level of pluripotency factors declined more rapidly during differentiation of ESCs and their expression level remained very low as compared to MAGEB16 expressing ESCs. Our findings give strong evidences that *Mageb16* could be critical for the expression of genes participating in nucleocytoplasmic trafficking of proteins and RNAs between cytosol and nucleus (and vice versa), which in turn may regulate the expression of pluripotency factors such as *Pou5f1* and *Nanog*. However, the cellular mechanisms by which *Mageb16* affect the nucleocytoplasmic trafficking of factors essential for differentiation of ESCs remain to be elucidated.

## Methods

### Murine ESC culture and *Mageb16* KD stable cell line generation

Permanent knockdown of *Mageb16* has been performed using RNA interference technology that employs a short hairpin RNA targeting *Mageb16*. Culturing of the murine CGR8 ESCs (ECACC 95011018) was performed as reported previously^7^. Four sets of shRNA Plasmid vector (pGFP-V-RS_HuSH ^TM^ Origene) targeting *Mageb16* are used. These plasmids are retroviral silencing plasmids of Origene (Rockville, MD, USA) with GFP plus screening for transfection efficiency and puromycin resistance for stable polyclonal cell line generation. The shMageb16 target sequence on its mRNA was 5′-CATTCCACCAGATCAGTCAGATAGCACAG-3′ from the exon region (ENSMUSE00000697770) and the sequence is common to both *Mageb16* transcript variants 1 and 2. Non-targeting scrambled shRNA plasmid (TR30013) was also purchased from Origene. Transfection complex of Lipofectamine® LTX with Plus™ reagent (Life Technologies Cn: 15338–100) and shRNA plasmid targeting *Mageb16* was prepared and transfected into CGR8 as per the protocol suggested by the producer. A similar transfection complex with shRNA plasmid of non-target was prepared and transfected into CGR8 for Scrambled. The selection process was initiated immediately after 24 hours of transfection with 3.5 µg/ml puromycin to have stable knockdown clones. After 12 days of transfection, the surviving and stably proliferating cells were selected for further investigations.

### Differentiation of ESCs using hanging drop protocol

Random differentiation of *Mageb16* KD ESCs (KD ESCs), scrambled ESCS (SCR ESCs) and wild type ESCs (WT ESCs) was performed using hanging drop method for forming embryoid bodies (EBs) as described previously^7^. EBs from all three-cell populations were collected at different time intervals- 2-, 4-, 12, 15- and day 22 for microarray studies.

### RNA isolation and microarray dataset generation

Total RNA was isolated from ESCs and EBs generated with KD-, SCR- and WT ESCs using RNeasy mini kit (Qiagen, Hilden, Germany). Then, 100 ng total RNA was used for amplified RNA (aRNA) amplification with GeneChip 3′ IVT Express Kit (Affymetrix, Santa Clara, CA, USA). After 16 h of biotinylated *in vitro* transcription, aRNA was purified and 15 *μ*g of purified aRNA was fragmented with fragmentation buffer. Next, 12.5 *μ*g of fragmented aRNA was hybridized with Mouse Genome 430 2.0 arrays (Affymetrix) for 16 h at 45 °C. Arrays were washed and stained with phycoerythrin with Affymetrix Fluidics Station 450 and scanned using Affymetrix Gene-Chip Scanner 3000 7 G (Affymetrix).

### Transcriptome analysis and Gene Ontology (GO) enrichment Analysis

The quality control matrices were confirmed with Affymetrix GCOS software. The raw data were background corrected, summarized and normalized using RMA algorithm executed by R bioconductor packages^27^. A PCA was performed to observe the transcriptome variability between the different time points of differentiation. Significantly regulated transcripts were determined by empirical Bayes linear model applied using the LIMMA package in R^28^. The significance of the change was calculated correcting *P-*value of *t*-score with false discovery rate using Benjamini–Hochberg method at *P* < 0.05 and a 2-fold size of change was calculated. Furthermore significantly differential expressed probe sets were analysed by *k*-mean cluster analysis after a transcript-wise normalization of signal values to a mean of 0 and standard deviation (SD) of 1 using Euclidian distance measurement and *k* = 7, using the Cluster 3.0 tool. To determine the biological significance of differentially expressed transcripts (DETs), the differential expressed genes were analysed by the Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics tool (http://david.abcc.ncifcrf.gov/). DAVID provides biological processes (BPs), molecular function (MF) and cellular component (CC) for the differential expressed transcripts (DET) with an EASE enrichment score at *P* < 0.01. For filtering the highly significant enriched Biological Processes and KEGG pathways, adjusted P value with Benjamini correction was used with the threshold p value < 0.05.

### Validation of microarray data sets with qRT-PCR

ABI 7500 FAST Detection System (Applied Biosystems) was used to read the gene profile generated at quantitative real-time-polymerase chain reaction. Total RNA from KD- SCR- and WT ESCs and from their EBs at day 2-, 4-, 12-, 15- and 22-day old EBs was reverse transcribed using SuperScript VILO cDNA synthesis kit with random hexamers as suggested (Invitrogen GmbH). qRT-PCR was performed in triplicates for every sample using QuantiFast SYBER Green PCR assay (Qiagen) and TaqMan Gene Expression Assay (Life Technologies). QuantiFast SYBER Green PCR assay reactions were performed with the following conditions, beginning with Taq activation at 95 °C for 5 min, thereafter 40 cycles of 10 sec denaturation at 95 °C, 30 sec of combined annealing and extension at 60 °C and finally ending with a melting curve acquisition. Primers used are shown in Table S2.

### Western blotting and immunohistochemistry analysis

Western blot analysis was performed with 10 µg total protein. Total protein extracts were separated using 4–12% Bis-Tris Plus precast polyacrylamide gels (Thermo Fisher, Karlsruhe, Germany) by electrophoresis and blotted onto polyvinylidene fluoride membranes (Thermo Fisher, Karlsruhe, Germany). After blocking the membranes with 5% non-fat milk suspended in T-PBS (0.1% Tween 20, Sigma–Aldrich), the membranes were incubated with primary antibodies in 1% non-fat milk at 4 °C overnight. The proteins were visualized using the ECL Pierce Fast Western Blot system (Thermo Fisher Scientific, 35050).

Polyclonal antibodies against MAGEB16 were generated by Pineda Antibody services by immunization of rabbits with the peptide Mageb16-3: NH2-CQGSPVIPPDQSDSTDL-CONH2 (17 amino acids). Anti-GAPDH (Abcam, ab 9485) was purchased from Abcam (Abcam, Cambridge, UK). For immunocytochemistry analysis, undifferentiated KD and SCR ESCs were plated on gelatine-coated coverslips for 2 days. On day 2, the ESCs were fixed with 99% methanol (Roth, Germany) at −20 °C for 10 min. Thereafter cells were permeabilized with 0.3% triton X-100 (Sigma-Aldrich, Germany) at room temperature (RT) for 20 min. Cells were blocked with 5% bovine serum albumin (BSA) (PAA, Austria) and stained with anti-MAGEB16 (1:50) and anti SSEA-1 (Santa cruz, sc-101462, 1:50). Primary antibodies were detected with species matched Alexa-488 conjugated secondary antibodies (Invitrogen, USA). Alexa-568 conjugated secondary antibodies and DAPI (Invitrogen, USA) were used to stain cell nuclei as recommended by the manufacturer’s protocol. Images were captured with an Axiovert 200 microscope and Axiovision 4.3 software (Carl Zeiss, Germany).

We further visualized the expression of MAGEB16 using confocal microscopy. For this aim immunocytochemistry was performed with 4% PFA fixed undifferentiated SCR ESCs on day2. To visualize MAGEB16, staining was performed with and without permeabilization. Briefly, ESCs were fixed with 4% PFA (Roth, Germany) at room temperature for 10 min. For permeabilization, cells were permeabilized with 0.3% triton X-100 (Sigma-Aldrich, Germany) at room temperature (RT) for 20 min and some cells were preceded without permeabilization to next step (non permeabilized). The cells were then blocked with 5% bovine serum albumin (BSA) (PAA, Austria) and stained with anti-MAGEB16 (1:50) and anti OCT4 (Santa cruz, sc-5279, 1:250). Primary antibodies were detected with species matched Alexa-488 conjugated secondary antibodies (Invitrogen, USA). Alexa-568 conjugated secondary antibodies and Hoechst (Invitrogen, USA) were used to stain cell nuclei as recommended by the manufacturer’s protocol. Images were captured with an Olympus FluoView1000 confocal system (Olympus).

### Data availability statement

The microarray data were submitted to the GEO database with the association number for the full mRNA expression dataset GSE103615.

## Electronic supplementary material

Supplementary figures and tables

13 days SCR EBs

13 days SCR EBs

# Supplementary material for: Depletion of Mageb16 induces differentiation of pluripotent stem cells predominantly into mesodermal derivatives
**Source:** Sci Rep. 2017 Oct 27;7:14285. doi: 10.1038/s41598-017-14561-z
**Supplement:** Supplementary file 1 — Supplementary figures and tables

John Antonydas Gaspar<sup>1§</sup>, Sureshkumar Perumal Srinivasan<sup>1§</sup>, Poornima Sureshkumar<sup>1</sup>,  
Michael Xavier Doss<sup>1</sup>, Jürgen Hescheler<sup>1</sup>, Symeon Papadopoulos<sup>2</sup>, Agapios Sachinidis<sup>1\*</sup>

**Title: Depletion of Mageb16 induces differentiation of pluripotent stem cells  
predominantly into mesodermal derivatives**

<sup>§</sup>John Antonydas Gaspar and Sureshkumar Perumal Srinivasan: Equally contributed

Institute of Neurophysiology and Center for Molecular Medicine Cologne (CMMC)

Robert-Koch-Str. 39

50931, Cologne, Germany

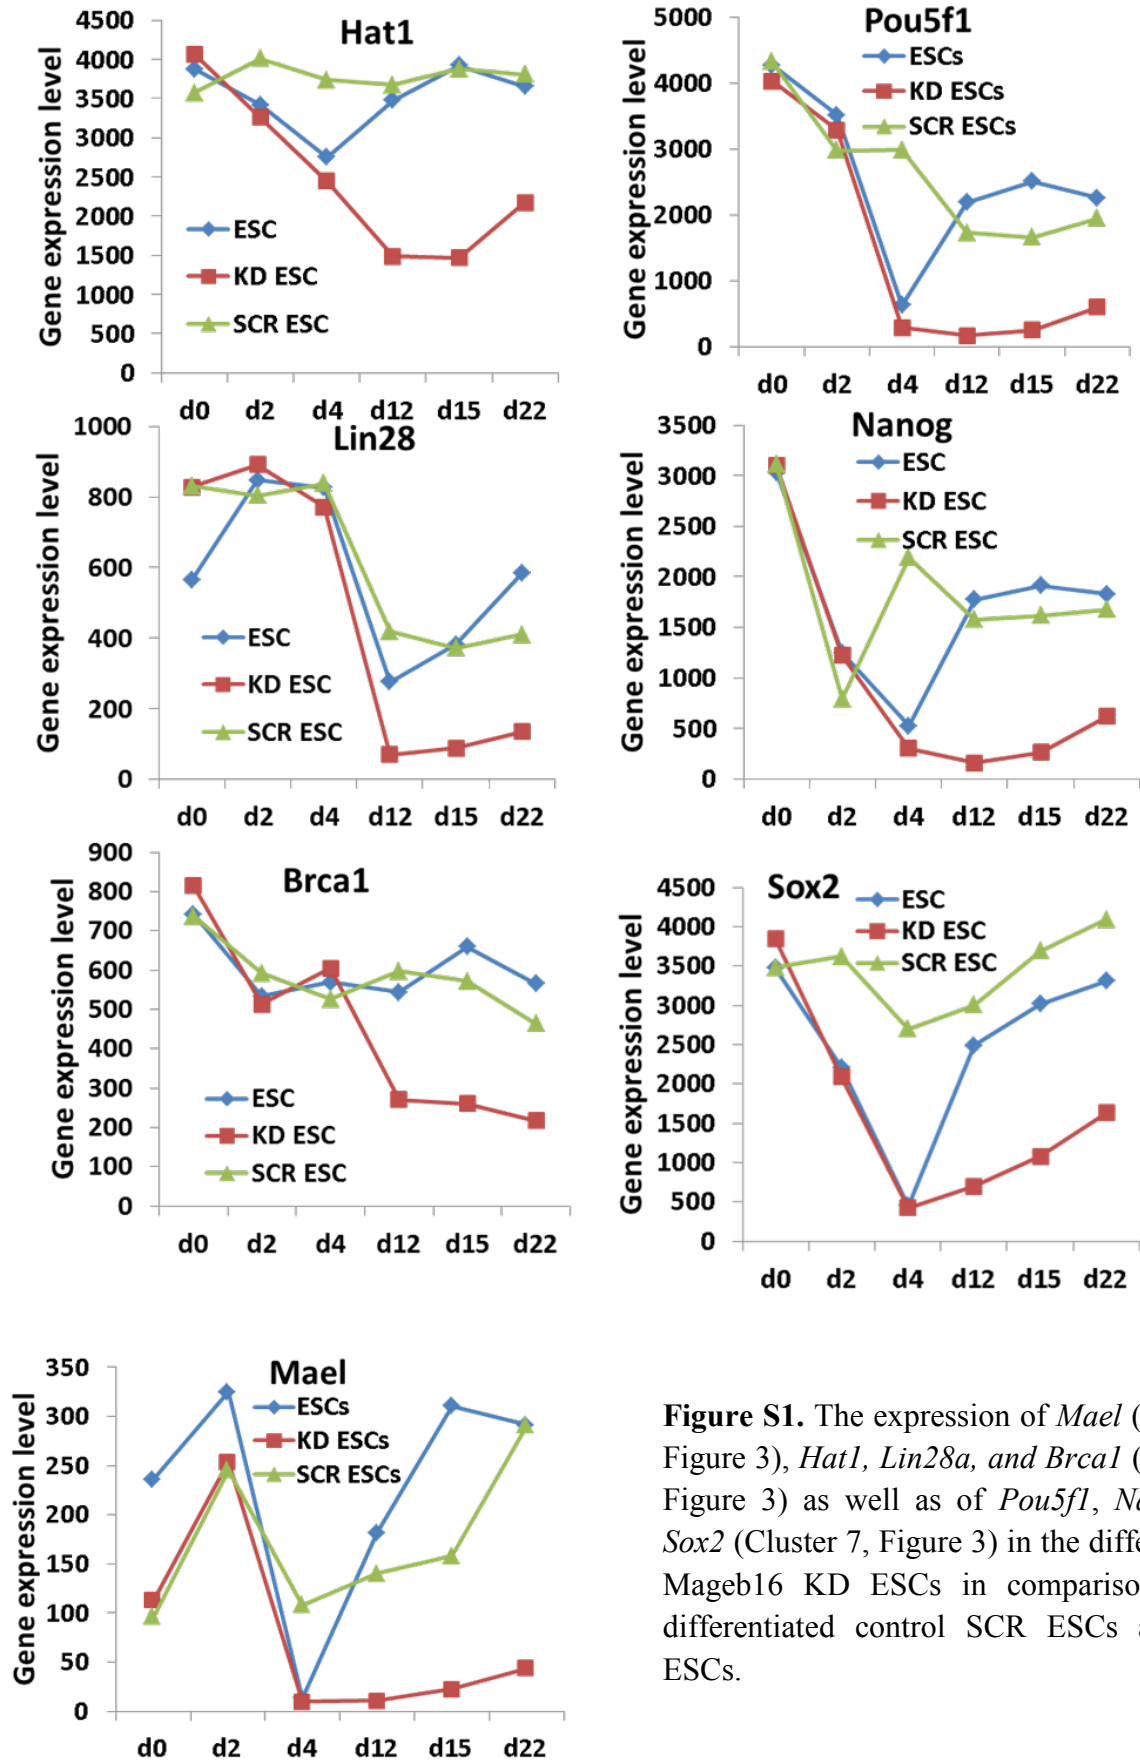

**Figure S1.** The expression of *Mael* (cluster 3, Figure 3), *Hat1*, *Lin28a*, and *Brca1* (cluster 5, Figure 3) as well as of *Pou5f1*, *Nanog* and *Sox2* (Cluster 7, Figure 3) in the differentiated Mageb16 KD ESCs in comparison to the differentiated control SCR ESCs and wild ESCs.

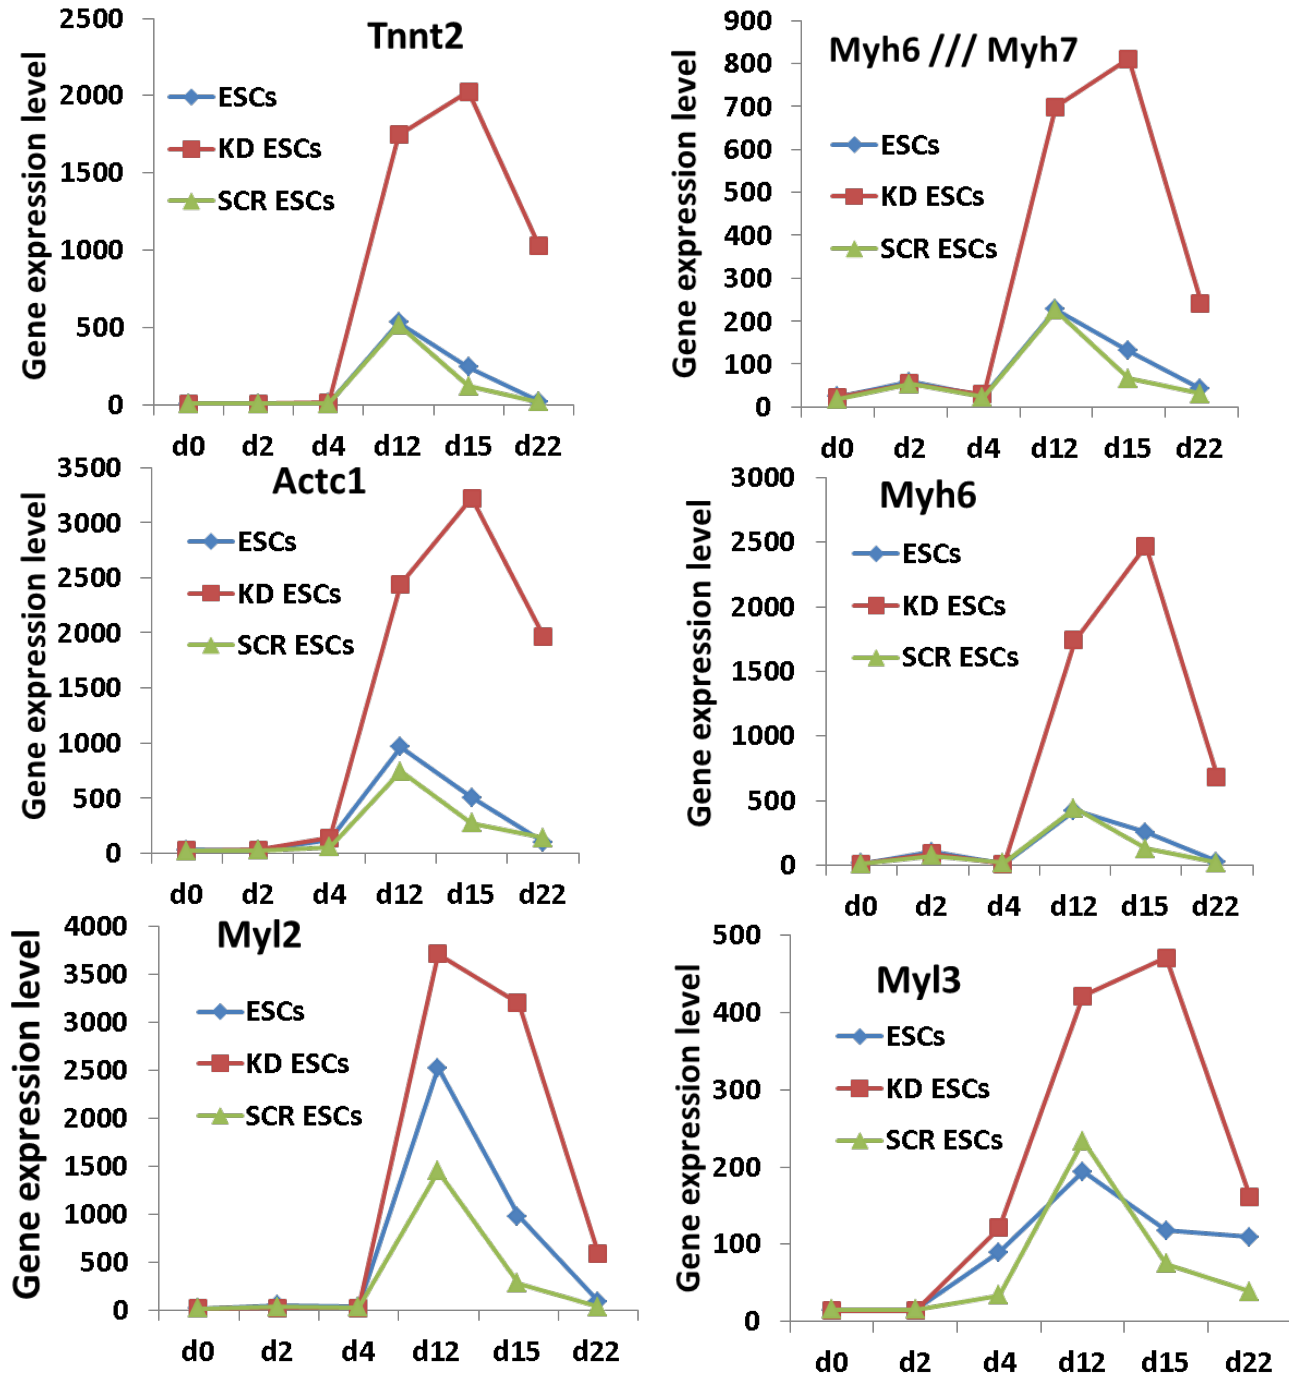

**Figure S2.** The expression of the cardiomyocytes specific contractile genes, *Tnnt2*, *Actc1*, *Myl2*, *Myl3* (cluster 1, Figure 3), *Myh6* and *Myh7* (cluster 6, Figure 3) in the differentiated Mageb16 KD ESCs in comparison to the differentiated control SCR ESCs and wild ESCs.

**Supplementary Table S2** . qRT-PCR has been performed using the following primers

How the deposited data were processed for this re-analysis (not part of the article)

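Expression was measured in murine CGR8 embryonic stem cells of 3 lines. These are wild-type cells (WT), cells with a scrambled shRNA (SCR) and cells with an shRNA against Mageb16 (KD). Each line was sampled undifferentiated and after 2, 4, 12, 15 and 22 days as embryoid bodies, with 3 arrays for each of the 18 groups of line and day. The table holds log2 expression values of 30939 probe sets of the Affymetrix Mouse Genome 430 2.0 array in 54 samples. According to the submitters' notes, the authors made these log2 values by RMA (background correction, quantile normalization and summary of probes) with Expression Console and Partek 6.6. The paper's methods name R Bioconductor packages for this step and another RNA kit than the notes do. Values lay between 1.65 and 14.03, and the medians of the arrays between 5.94 and 6.26. No further normalization was applied in the main analysis. The values were not put back together from raw files, and control probes are not in the table.

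Line, day and replicate number were taken from the sample titles. The labels do not say whether replicates are separate cultures. No array was the same as another. Pearson correlations between the arrays of a group were 0.986 to 0.997 with a median of 0.995. The median standard deviation of a probe set within a group was 0.0954 to 0.146 log2. In the fit with array weights, replicate 3 had the largest weight of its group, at 1.85 to 8.53, except in 22-day KD EBs (0.634). The cause was not tested. If replicate 3 is not independent of the other arrays, the SDs and p values given are too small. Arrays were not paired by number, since neither the paper nor the labels say what the number stands for.

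Symbols came from the platform annotation, which gives 25596 probe sets 1 symbol, 685 several and 4658 none. Of the symbols in the table, 79 are not in the gene reference used. A gene was represented by the probe set annotated to it alone with the highest mean over all 54 arrays, which gave 14104 genes. Brachyury (T) has no probe set in the table.

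In R 4.3.3, limma 3.58.1 fitted a mean to each of the 18 groups on all 54 arrays, with moderated variances (eBayes). Contrasts were taken between lines on each day, over the mean of days 12, 15 and 22, between each day and day 0 within a line, and between lines in the change from day 0. P values were adjusted by Benjamini and Hochberg over all probe sets of a contrast. A probe set passed at an adjusted p under 0.05 with at least a 2-fold change. Reported errors of log2 changes are moderated standard errors. Where a signal lay under the lower quartile of its arrays, the size of a change from it is not exact. Principal components were computed on the 36 SCR and KD arrays with each probe set centred and scaled. The changed probe sets were grouped by k-means into 7 clusters with 50 starts, on values standardised for each probe set.

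The 37 lists of marker genes were written before the data were examined. They hold 654 entries, of which 554 were measured. Of these lists, 2 consist of genes that the study names. The 35 lists with at least 5 measured genes were tested with camera at a preset correlation between genes of 0.01 and again with an estimated correlation (statmod 1.5.0). P values were adjusted over all lists and 7 comparisons of KD with SCR. List tests against WT were added after the KD and SCR results had been seen and were adjusted within themselves. Genes under the study's enriched terms were read from the part of its supplementary table that was at hand, 791 lines, and a term was used where its genes could be read in full.

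Named genes were chosen by a rule. It takes all genes that the paper names, whose values in the paper's figures had been seen. It takes the 5 largest rises and falls past the threshold in each KD and SCR comparison, and the 3 largest in each comparison with WT, where the 3 arrays of both lines do not overlap. In a comparison of 3 arrays with 3, such a separation comes up by chance in a share of 0.1 for a single probe set. From each list it takes up to 4 members with the largest change past the threshold.

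The pipeline was tested on simulated data built on the 4-day arrays. Of 50 probe sets with a true log2 change of 0.7 it recovered 0, and of 50 at 1.5 it recovered 49. At 2.5 and at 4 it recovered all 50. Of 30739 unchanged probe sets it called 2. A true change of 0.7 lies under the 2-fold minimum, so none could be expected there, and changes near the minimum were not simulated. The number of arrays limits the precision.

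Alternatives were run for normalization (quantile, and median centring), for the probe sets used (the brightest 60%, and a single probe set or the mean of all for a gene), for the arrays in the fit and for a block by replicate number. The variance model (trend and robust), array weights, the form of the 2-fold rule, the number of clusters and the scaling of principal components were also varied. Each array was left out in turn, except that for principal components all arrays of a replicate number were left out together. Arrays were reassigned between groups in all 10 ways for 3 against 3 and in 100 ways for longer comparisons. Array weights were estimated gene by gene, since the default did not converge. The qPCR, staining, beating and proliferation data of the paper were not analysed here.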

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

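Chosen only after the result was seen were the tests that compare SCR days, that take the day-4 level of the nuclear and cell-cycle lists, and that compare lists with WT.

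In 4-day EBs, SCR cells differed from WT cells at 2798 probe sets, although neither carries the shRNA against Mageb16; from day 0 to day 4, the change in SCR minus that in WT cells was 2.24 log2 for Pou5f1 and 2.35 for Mageb16 itself. The tables argue against arrays of 2-day or 12-day SCR EBs under this label. The 4-day SCR EBs differed from 2-day SCR EBs at 1781 and from 12-day SCR EBs at 2018 probe sets. They differed from 2-day WT EBs at 1301. These counts cannot tell day 4 from an unsampled day between 2 and 12. A shift of whole arrays is argued against, since centring each array on its median shifted the day-4 comparison of SCR with WT by 0.03 log2. It then gave 2817 probe sets, 1473 higher and 1344 lower in SCR EBs. Other effects of normalization cannot be told apart, since the deposited values are already quantile normalized. A repeat (2795) moved 99% of all probe sets by less than 0.0765 log2. A slower course of the same program in SCR cells stays open. Of the 2798 probe sets, 62.51% moved from day 2 to day 4 in SCR cells as in WT cells. The median size was 0.435 log2 in SCR and 1.463 in WT cells, and 83.92% moved so in SCR cells from day 2 to day 12. KD EBs differed from WT EBs at 75 probe sets at day 4 and from SCR EBs at 3011, so the KD and SCR differences at this day may lie largely in the SCR line.

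In late KD EBs, genes of the nuclear pore, nuclear transport, mitosis and DNA replication were lower together, with a median of -0.556 log2 over 107 measured genes (quartiles -0.806 and -0.343). At day 4 the pluripotency list was already at -2.55, while these genes had a median of -0.01 (quartiles -0.182 and 0.12). So at that day a fall of pluripotency genes came without a fall of these genes. Day 4 cannot decide the late days, since the cells present may differ. There the pluripotency list was lower too, at -2.16, so a loss of undifferentiated cells alone stays open. Normalization between arrays cannot be told apart here either, since a repeat of quantile normalization (-0.592) moved 99% of all probe sets by less than 0.101 log2. A lower share of dividing cells or a later stage of differentiation stays open and was not tested.

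Hepatocyte and visceral endoderm genes were higher in KD than SCR EBs over days 12 to 22 by a median of 4.66 log2, a list the paper does not report. SCR EBs were also below WT EBs, with a median of -3.12 and 17 of 18 measured genes lower. A low level in SCR EBs alone is argued against as the whole cause, since KD EBs were above WT EBs by a median of 1.86 (quartiles 0.436 and 3.31, and 1.58 to 2.08 with a replicate of KD or WT left out), with 11 genes higher and 2 lower, where that cause needs a median near 0. A further condition on the lower quartile, which these values missed, was dropped after they were seen. A low level in SCR EBs stays open for Afp, Apoa4, Apob, Rbp4 and Vil1, which did not pass as higher against WT EBs. Amn (-0.48) and Cubn (-0.004) were not higher in KD than SCR EBs, so they have no rise to explain. A shift of whole arrays is argued against too, since centring each array on its median shifted KD against SCR by -0.0711 log2. The list's lower quartile in that comparison was 3.14. Other effects of normalization cannot be told apart, since a repeat of quantile normalization (4.67) moved probe sets as little as above.

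The median of the macrophage and leukocyte list, which the paper does not report, was 2.91 log2 higher in KD than SCR EBs over days 12 to 22. Neural genes, which the paper does not compare between SCR and WT EBs, were higher in SCR EBs by a median of 1.80 over days 12 to 22. Dppa3 was 2.63 log2 higher in undifferentiated KD than SCR cells, a gene that the paper's text does not mention. The paper's supplementary gene lists were at hand only in part.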

How the results depend on the processing

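No alternative in this part was chosen after the results were seen, except that array weights were fitted gene by gene once the usual fit had not converged. The KD and SCR arms are a single polyclonal line each, the labels do not say whether the 3 arrays of a group are separate cultures, and the paper and the labels name different RNA kits and software. Of 406 values of 38 results under alternatives, 62 moved, and the cause was not tested except where a rule itself sets the count. Of 52560 gene values under alternatives, 436 were weaker, 244 stronger and 1 reversed.

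With the brightest 60% of probe sets, which removes probe sets by construction, KD against SCR gave 2044 at day 12, 2175 at day 15, 1940 at day 22, 1888 over days 12 to 22 and 4372 on any day. The direction shifted too: 977 were higher and 1067 lower at day 12 (2059 and 1370 with all probe sets), 1032 and 1143 at day 15 (2338 and 1559), and 960 and 928 over days 12 to 22 (2267 and 1216). KD against WT gave 207 at day 0, 1701 at day 12, 3416 at day 15 and 3431 at day 22. Over days 12 to 22 it gave 2555. There too the direction shifted: 659 were higher and 1042 lower at day 12 (1510 and 1303 with all probe sets). At day 15 it was 1616 and 1800 (3210 and 2194), and at day 22 1629 and 1802 (3827 and 2280). Over days 12 to 22 it was 1261 and 1294 (2819 and 1594). SCR against WT gave 541, 1014, 1147 and 667 for the late days and their mean. Differentiation from day 0 then gave 6504 probe sets in SCR and 9144 in KD cells. Variance shares of PC1 to PC3 were 42.9%, 16.3% and 11.6% with these probe sets, and 52.6% and 14.6% for the changed ones.

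With the 2-fold size tested by treat, KD against SCR gave 34, 292, 1502, 1606, 1994 and 2046 at days 0 to 22 and 4114 on any day. Without a 2-fold minimum it gave 4408, 7874, 13566, 15978, 16426 and 17547, 21751 over days 12 to 22 and 26285 on any day. Of these, 7612 were higher and 8814 lower at day 15, 7387 and 10160 at day 22 (2647 and 1191 with the minimum), and 9676 and 12075 over days 12 to 22 (2267 and 1216). A single probe set for each gene gave 4311 on any day. On the compared arrays alone, KD against WT at day 4 gave 28 in place of 75. It gave 45 without KD replicate 2 and 134 without WT replicate 2. The Pou5f1 difference from WT at day 4 was under 2-fold without WT replicate 1 (-0.82) and without KD replicate 2 (-0.93), while that of Nanog (-0.79) passed without WT replicate 2 (-1.01) and without KD replicate 1 (-1.005). Without scaling, PC1 to PC3 held 54.2%, 12.4% and 10.8%, and 58.6% and 12.3% for changed probe sets. With all 54 arrays, PC1 held 34.4% and PC3 11.8%, and the changed probe sets gave 43.5% and 15.4%. Leaving out a replicate number gave 38.5% to 39.8%, 13.4% to 14.1% and 12.3% to 12.9%, and 48.2% to 49.4% and 13.9% to 14.3% for changed probe sets. With the probe sets that changed from day 0, the genes that represent the paper's clusters fell in 3 clusters in place of 5.

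With an estimated correlation, 2, 1, 6, 6, 7 and 9 lists moved in KD against SCR at days 0 to 22, and 7 over days 12 to 22. As a mean of probe sets, Igfbp5 in KD against WT over days 12 to 22 was reversed, at 1.02 against -0.14. In KD against SCR over those days, the mean of probe sets took Zeb2 (0.98), Bmp1 (0.70), Bub1 (-0.84), Hsf2 (-0.89), Nr6a1 (-0.94), Brca1 (-0.92) and Xpo4 (-0.83) under 2-fold. Under median centring, the share of higher probe sets in KD against WT at day 12 went from 53.7% to 46.7%. At day 15 it went from 59.4% to 49.9% and at day 22 from 62.7% to 49.8%. Over days 12 to 22 it went from 63.9% to 53.6%. In SCR against WT at day 2 the share went from 33.2% to 43.7%. Centring shifted the median of all probe sets in KD against WT by -0.11 at day 15, -0.15 at day 22 and -0.108 over days 12 to 22.

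Replicate numbers are not known to mark paired cultures. Residual correlations of the 54 pairs with the same number ran from -0.40 to 0.501. Of these pairs, 32 were over 0.1, and all 3 were in 6 of 18 comparisons. In 41 of 54 cases an array was closest to the array of the other line with its own number. Arrays of the same number and day may therefore not be independent. A replicate block gave 7621 probe sets on any day and moved no count by 1.5 times. It changed 3 list calls: endothelium at day 2 (adjusted p from 0.0506 to 0.0468), Mage family at day 4 (0.0468 to 0.0523) and imprinted genes at day 22 (0.0497 to 0.0516).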

Differences from the paper's values

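At the paper's thresholds, 7620 probe sets changed between KD and SCR cells on any day, and the paper's count is 4499. The paper's text speaks of comparisons between cell populations, and its Fig. 2C legend names differentiated against undifferentiated SCR or KD cells. The union of those comparisons holds 15814 probe sets here, and was not among the alternatives set for this count. Among the alternatives set before the data were examined, the brightest 60% of probe sets (4372), treat against 2-fold (4114) and a single probe set for each gene (4311) fall within 1.5 times of the paper's count. Quantile normalization (7695), median centring (7758), a replicate block for paired numbers (7621), array weights (7824), the compared arrays alone (7623), trend and robust variances (7620) and leaving out a replicate of KD or SCR (7671 to 7916) do not, nor does dropping the 2-fold minimum (26285). Of the changed probe sets 757 carry no symbol, where the paper's count is 174. A Riken name stands on 122, where the paper's count is 225. Other named genes number 4678, where the paper's count is 3060. These splits were not run under the alternatives.

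Of 125 array values read by eye from the figures for 13 genes, 8 differ by more than 1.5 times and by more than the SD of the arrays, all of Esrrb and Vim in Fig. 2D. For Esrrb the paper's figure shows about 760 in SCR and about 650 in KD cells at day 0, against 1610 and 1282 here. In KD EBs it shows about 85 at day 4, about 90 at day 12 and about 80 at day 15 in Fig. 2D, read by eye, against 24.05, 26.51 and 37.31. For Vim the paper's figure shows about 400 in 2-day KD EBs, and about 2900 and about 2100 in SCR EBs at days 15 and 22 in Fig. 2D, read by eye, against 621.2, 4632 and 3551. Other probe sets of these genes lie close to the paper's values: 763.6, 645.1, 82.5, 86.8 and 80.4 for Esrrb, and 398, 2883 and 2091 for Vim.

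The paper states that pluripotency genes fell faster in KD than in both other lines. Pou5f1, Nanog and Sox2 were lower than in SCR EBs at day 4, but against WT the difference in the change from day 0 was -1.05 for Pou5f1, -0.82 for Nanog and -0.23 for Sox2, of which Pou5f1 alone passed. By day 12 all 3 had fallen further in KD than in WT cells, with -3.68 for Pou5f1. The paper counts Dnmt3a among the repressed spermatogenesis genes, and it was at -0.20 log2 over days 12 to 22 here, under 2-fold, while 7 of the 10 genes passed. Its 5 probe sets disagree, and 1 passed with the paper at -1.08 and 1 against it at 1.11. As a mean of probe sets, Nr6a1 (-0.94) and Hsf2 (-0.89) no longer passed. Rec8 (-0.75) and Rad18 (-0.98) were lower by less than 2-fold. Rad18 passed with quantile normalization (-1.08), median centring (-1.05), array weights (-1.01) and without KD replicate 2 (-1.04). In the main analysis none of its 4 probe sets passed. Of the 7 epigenetic genes 5 passed, and Xist (-0.77) and Baz2a (-0.76) did not, although another probe set of Baz2a passed (-1.21).

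The paper states that Tbx4, Itga4, Shh and Igfbp5 were higher in KD EBs over days 12 to 22. Here Tbx4 was at -0.26, Itga4 at 0.45, Shh at 0.54 and Igfbp5 at -0.19, none past the threshold against SCR EBs. The other probe set of Igfbp5, with nearly the same mean, did pass, at 1.46, in the direction the paper states. Its signal ran from 9.9 to 3097 across the groups, while that of the probe set used stayed between 110.7 and 147.4. Tbx4, Itga4 and Shh were higher at day 4 and Shh at day 12 as well, and against WT EBs Shh passed over days 12 to 22 (1.15). Of 11 nuclear pore and transport genes that the paper names as lower, all were below SCR EBs at an adjusted p under 0.05, and Ranbp17, Nup43 and Xpo4 passed the 2-fold minimum, as did another probe set of Xpo5 (-1.02). Myh7, among the contractility genes the paper calls higher, was at 0.62, while the 5 others passed. The paper finds no significant difference in the time course of these genes between SCR and WT cells. Here Myl2 was lower in SCR than WT EBs over days 12 to 22, at -1.30. Another probe set of Myl3 passed at day 22 (-1.49), and another of Tnnt2 at day 15 (-1.03). Myh6 passed at day 15 just on the 2-fold minimum (128.6 in SCR and 257.2 in WT EBs), and its other probe set did not. The paper counts brain and central nervous system development among what rose in KD EBs. The neural list, which is not the paper's, had 11 of 23 measured genes lower than in SCR EBs and none higher, but 9 higher than in WT EBs. Of the genes in the paper's own terms, more were higher than lower than in SCR EBs: 8 and 2 of 21 under brain development and 8 and 2 of 23 under central nervous system development in Cluster 1, and 9 and 1 of 16 and 10 and 2 of 19 in Cluster 4. Those genes were selected on these arrays.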

Other observations

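The tests of lists against WT in this part were chosen after the results for KD and SCR had been seen.

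Among imprinted genes in 4-day EBs, 10 of 17 measured were higher in KD than SCR cells and none was lower, with the same counts when adjusted over the list alone (median 1.59, camera adjusted p = 5.31e-07, and adjusted p = 0.0459 with an estimated correlation). Igf2, a fetal growth factor, rose by 5.26 log2 (SE 0.249, limma adjusted p = 5.06e-21), and Peg3 by 3.40 and Phlda2 by 3.14. At day 4, 10 of them were lower in SCR than WT EBs and none was higher (median -1.53, and adjusted p = 0.0404 with an estimated correlation). Over days 12 to 22, 7 were higher in KD EBs (median 0.84, adjusted p = 0.0221, and adjusted p = 0.286 with an estimated correlation), with Dlk1 at 2.54 and Cdkn1c at 1.31. Targets of p53 were slightly higher in KD cells before and early in differentiation. At day 0, 1 of 11 measured passed (Pmaip1 at 1.06, list median 0.43, adjusted p = 2.66e-07, and adjusted p = 0.0459 with an estimated correlation). At day 2, 4 passed (Plk2 at 1.35, Cdkn1a at 1.21, median 0.45, adjusted p = 3.9e-06, and adjusted p = 0.0467 with an estimated correlation), and over days 12 to 22 the list did not pass (adjusted p = 0.69). At day 2, genes past the threshold included Fst, an activin antagonist, at 4.50, Nrcam at 3.18 and Prickle1 at 3.02, and Lgals3 at -3.37.

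Neural genes separated SCR from WT EBs. Over days 12 to 22, 18 of 23 measured were higher in SCR EBs and none was lower, with the same counts when adjusted over the list alone (median 1.80, camera adjusted p = 9.8e-17, and adjusted p = 0.0404 with an estimated correlation). Gad1, which makes GABA, rose by 6.16 log2 at day 22 (SE 0.274, limma adjusted p = 1.33e-21) and Dcx, of migrating neurons, by 5.25. In KD against WT EBs 9 of the 23 were higher (median 0.68, adjusted p = 0.00367, and adjusted p = 0.48 with an estimated correlation). Macrophage genes were lower in SCR than WT EBs (12 of 16 measured, median -1.38, adjusted p = 2.59e-09, and adjusted p = 0.0196 with an estimated correlation), and 13 of the 16 were higher in KD than WT EBs (median 1.79, and adjusted p = 0.064 with an estimated correlation). Sarcomere genes were higher in KD than WT EBs as well (16 of 24 measured, median 1.76, adjusted p = 7.98e-06, and adjusted p = 0.246 with an estimated correlation).

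Several lists did not pass the list test between KD and SCR EBs over days 12 to 22. Ribosomal protein genes had 0 of 12 measured past the threshold (adjusted p = 0.214), trophoblast genes 4 higher and 1 lower of 9 (adjusted p = 0.646), with Tpbpa at 2.78 and Tfap2c at -1.50, and interferon genes 5 higher and 1 lower of 13 (adjusted p = 0.212), with Cxcl10 at 4.07. Hypoxia and glycolysis genes had 1 higher and 5 lower of 13 (adjusted p = 0.107), with Ndrg1 at 2.32 and Pdk1 at -1.77. Of 6 genes of the 2-cell-like state, 3 were measured, too few to test, and none passed.

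KD against SCR and KD against WT share the KD arrays. Over days 12 to 22, 1626 probe sets were higher in both and 890 lower in both, where independent calls would give 207 and 62.6, and 78 went opposite ways. With KD replicate 1 against SCR and replicates 2 and 3 against WT, 1620 and 910 were shared, and with the roles exchanged 1648 and 876. Simulated arrays without an effect shared 0 probe sets at a correlation of 0.5, against 0.805 for the real changes.

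Arrays were reassigned between groups to see how large counts become by grouping. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. For KD against SCR at days 0, 2, 4, 12, 15 and 22 the real counts were 287, 1114, 3011, 3429, 3897 and 3838, and the highest of the other splits 33, 0, 6, 187, 6 and 148. For KD against WT they were 326, 206, 75, 2813, 5404 and 6107, with 36, 0, 46, 166, 5 and 37 in other splits. For SCR against WT they were 194, 596, 2798, 1078, 1967 and 2453, with 54, 0, 82, 17, 14 and 195. For lists that moved between KD and SCR, the counts were 4, 5, 13, 26, 25 and 24, with 5, 5, 12, 26, 28 and 28 in the highest other split. As many lists as in the real split moved in 4, 2, 1, 2, 5 and 4 of the 10 splits, the real one included. Of 100 splits, only the real split (1 of 100) reached its count for days 12 to 22 in KD against SCR (3483, other splits up to 2255), KD against WT (4413, up to 1690) and SCR against WT (1461, up to 895), for any day in KD against SCR (7620, up to 6240), and for differentiation in WT (9291, up to 5739), SCR (9858, up to 5067) and KD cells (14240, up to 11432), so chance can be excluded there. For the number of lists over days 12 to 22 (25, other splits up to 27) chance cannot be excluded, and 10 of 100 splits reached it. The splits cannot decide whether chance gives these numbers of lists. Other splits still hold unequal shares of KD arrays and keep part of the KD and SCR difference.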
